# A Regulatory Circuitry Between Gria2, miR-409, and miR-495 Is Affected by ALS FUS Mutation in ESC-Derived Motor Neurons

**DOI:** 10.1007/s12035-018-0884-4

**Published:** 2018-02-12

**Authors:** Davide Capauto, Alessio Colantoni, Lei Lu, Tiziana Santini, Giovanna Peruzzi, Silvia Biscarini, Mariangela Morlando, Neil A. Shneider, Elisa Caffarelli, Pietro Laneve, Irene Bozzoni

**Keywords:** ALS, FUS, RNA binding proteins, Motor neurons, Gria2, Excitotoxicity, MicroRNAs

## Abstract

Mutations in fused in sarcoma (FUS) cause amyotrophic lateral sclerosis (ALS). FUS is a multifunctional protein involved in the biogenesis and activity of several types of RNAs, and its role in the pathogenesis of ALS may involve both direct effects of disease-associated mutations through gain- and loss-of-function mechanisms and indirect effects due to the cross talk between different classes of FUS-dependent RNAs. To explore how FUS mutations impinge on motor neuron-specific RNA-based circuitries, we performed transcriptome profiling of small and long RNAs of motor neurons (MNs) derived from mouse embryonic stem cells carrying a FUS-P517L knock-in mutation, which is equivalent to human FUS-P525L, associated with a severe and juvenile-onset form of ALS. Combining ontological, predictive and molecular analyses, we found an inverse correlation between several classes of deregulated miRNAs and their corresponding mRNA targets in both homozygous and heterozygous P517L MNs. We validated a circuitry in which the upregulation of miR-409-3p and miR-495-3p, belonging to a brain-specific miRNA subcluster implicated in several neurodevelopmental disorders, produced the downregulation of Gria2, a subunit of the glutamate α‐amino‐3‐hydroxy‐5‐methyl-4-isoxazole propionic acid (AMPA) receptor with a significant role in excitatory neurotransmission. Moreover, we found that FUS was involved in mediating such miRNA repression. Gria2 alteration has been proposed to be implicated in MN degeneration, through disturbance of Ca^2+^ homeostasis, which triggers a cascade of damaging “excitotoxic” events. The molecular cross talk identified highlights a role for FUS in excitotoxicity and in miRNA-dependent regulation of Gria2. This circuitry also proved to be deregulated in heterozygosity, which matches the human condition perfectly.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-018-0884-4) contains supplementary material, which is available to authorized users.

## Introduction

Amyotrophic lateral sclerosis (ALS) is a fatal neurological disease characterized by the degeneration of motor neurons (MNs) in the brain and spinal cord, which results in progressive weakness and motor dysfunction [1]. Familial ALS (fALS) accounts for about 10% of all cases, the vast majority of which are sporadic in onset (sALS). Mutations found in dozens of genes have been causally associated with fALS, and a significant number of these encode RNA-binding proteins with multiple functions in RNA metabolism [2]. TDP-43 (Tar-DNA binding protein 43 or TARDBP) [3–5] and FUS (fused in sarcoma) [6, 7] were the first two RNA-associated factors to be genetically linked to ALS. Both proteins are predominantly nuclear, but are able to shuttle between the nucleus and cytoplasm [8]. In the case of FUS, more than 50 specific mutations have been found in fALS patients, mainly clustered at its C-terminal nuclear localization signal (NLS) [9]. Defective nuclear import may lead to the loss of FUS nuclear function and/or deregulation of its cytoplasmic activity; however, FUS loss of function alone is not sufficient to cause MN degeneration [10]. Moreover, nuclear gain of toxic function due to the altered interactome of FUS mutants cannot be excluded.

The pleiotropic role of FUS on RNA metabolism suggests the intriguing possibility that ALS is an RNA disorder [11]. Several studies have reported the results of transcriptome analyses in cell lines in which wild-type or mutant FUS are either overexpressed [12] or silenced [13]. Other studies have involved the analysis of tissues (striatum or spinal cord) from FUS-transgenic [14] or FUS-depleted mice [15] or of mixed neural populations derived in vitro from mouse embryonic stem cells (mESCs) treated with anti-FUS siRNAs [16]. More recently, RNA expression was profiled from the brain or spinal cord of homozygous [17] and heterozygous [18] FUS knock-in mice. They carried a FUS allele which lacks exon 15, including the regulatory elements present in the 3′-UTR [18]. These experimental systems lead to almost complete or partial loss of nuclear FUS, but none of them faithfully reproduce the defect(s) found in patients. Moreover, none of these studies explore the possible effects of FUS on the intricate cross talk between mRNAs and microRNAs whose biogenesis and activity are regulated by FUS. To address both issues, we carried out the transcriptome analysis of small and long RNAs in MNs derived in vitro from mESCs carrying the FUS-P517L knock-in mutation, corresponding to the human FUS-P525L allele. This allele is found in patients with a juvenile-onset form of the disease [19] and leads to progressive accumulation of cytoplasmic FUS [20]. In vitro studies have shown that this mis-localization is exacerbated by different types of stress [21]. Using a high-throughput next generation sequencing (NGS) approach, we have identified several deregulated miRNA/mRNA interactions. The one involving Gria2, known to be implicated in ALS neurotoxicity [22], together with miR-409-3p and miR-495-3p, belonging to the miR379-410 cluster, deregulated in several neurological disorders [23], provides a novel link between FUS and ALS pathogenesis. Notably, this circuitry also proved to be deregulated in MNs which are heterozygous for the FUS mutation, which reflects the genetic background of the human pathology. We also made the novel observation that FUS can cooperate with miRNAs by supporting their repression activity on target 3′-UTRs.

## Methods

### Oligonucleotides

Oligonucleotide sequences used in this study are listed in Online resource 1: Table 1.

### Cell Cultures and Treatments

FUS^WT^ or FUS^KO^ or FUS^HOMO^ and FUS^HET^ mESCs were cultured and differentiated into spinal motor neurons (MNs) as described in Wichterle [24] by culturing embryoid bodies (EBs) in ADNFK medium complemented with B27 supplement, retinoic acid (RA), and smoothened agonist (SAG). Further details are found in Online resource 2 (supplementary methods and references).

N2a cells, from ATCC (Cat. No. CCL-131), were cultured in DMEM medium D6546 (Sigma-Aldrich) supplemented with 10% fetal bovine serum (F7524, Sigma-Aldrich), l-glutamine (G7513, Sigma-Aldrich), and penicillin-streptomycin (P0781, Sigma-Aldrich).

### Isolation of Motor neurons by FACS

MNs were resuspended in PBS without Ca^++^Mg^++^, 2.5% horse serum, 0.4% glucose, and DNAse I, containing 2% B27 supplement and sorted for GFP expression using a FACSAria III (Becton Dickinson, BD Biosciences) equipped with a 488-nm laser and FACSDiva software (BD Biosciences version 6.1.3). Analysis was based on FlowJo software (Tree Star). Details are given in supplementary methods.

Cells were replated on 0.01% poly-l-ornithine and 20 μg/ml natural mouse laminin (Sigma-Aldrich)-coated dishes, in motor neuron medium (Neurobasal medium, 2% horse serum, 1% B27, 1% Pen/Step, 0.25% 2-mercaptoethanol, 0.25% Glutamax, 0.025 mM l-glutamic acid) supplemented with 10 ng/ml BDNF, 10 ng/ml GDNF, 10 ng/ml CNTF, 10 ng/ml NT3 from Thermo Fisher, and ROCK inhibitor (20 μM) for the first 48 h.

### Overexpression and Depletion Experiments

Constructs Luc/Gria2: WT Gria2 3′-UTR was PCR-amplified from cDNA generated from sorted MNs with the oligonucleotides NotI-Fw and NotI-Rev and cloned in the psiCheck2 plasmid. The mutant versions were derived from a wild-type construct by the QuikChange II Site-Directed Mutagenesis Kit (Agilent). Luc/Gria2/409, carrying mutations in the miR-495-3p-responsive elements (MREs) for miR-409-3p, was generated using oligonucleotides mut 409-3p (1-4), whereas Luc/Gria2/495, carrying mutations for miR-495-3p, was generated through oligonucleotides mut 495-3p (1-4). The construct Luc/Gria2/409-495 was derived combining both sets of primers.

Plasmids and miR mimics were co-transfected with Lipofectamine 2000 (Thermo Scientific) as described below.

FUS depletion in N2A cells was obtained by overnight transfection of siRNA against FUS (5′-GAGTGGAGGTTATGGTCAA-3′) or scrambled siRNAs (AllStars Negative Control siRNA, 1027281, Qiagen) using Lipofectamine 2000 (Thermo Fisher Scientific) according to the manufacturer’s instructions.

Overexpression of FUS^P525L^ was obtained by transfection of Flag-epB-Puro-TT-derived plasmid as described in [25].

FUS protein was induced by adding Dox (0.2 μg ml^−1^) to the culture medium for 24–48 h.

### Luciferase Assay

N2A cells were plated and co-transfected with psiCheck2 expressing Luc/Gria2 (plasmid: 50 ng/ml of transfection mix) and 20 nM of each miR mimic (specific or scrambled). Forty-eight to 72 h after transfections, cells were lysed and luciferase activity was measured in GloMax-Multi+ Detection System (Promega), using Dual-Luciferase Reporter Assay System (Promega). Luciferase assays were also carried out upon FUS depletion or ectopic expression, as described above.

### Protein Extraction and Western Blot

Whole-cell protein extracts were prepared using RIPA buffer and subjected to western blot analysis with precasted NuPAGE 4–12% Bis-Tris gels and reagents (Life Technologies). The immunoblots were incubated with the following antibodies, diluted in 5% skim milk in TBS-T: FUS/TLS (sc-47711, Santa Cruz, 1:2000), GAPDH (sc-32233, Santa Cruz, 1:2000), and GRIA2 (11994-1-AP, Proteintech, 1:1000). All the images were acquired using the Molecular Imager ChemiDoc XRS+ (Bio-Rad), and the densitometric analyses were performed using the associated Image Lab software (Bio-Rad).

### RNA Preparation and Analysis

Total RNA from cells was extracted with the Quick-RNA MiniPrep (Zymo Research) and retrotranscribed with SuperScript VILO (Life Technologies) or miScript II RT (Qiagen) for mRNAs and microRNAs, respectively. Real-time qRT-PCR analysis was performed with PowerUP SYBR Green Master Mix (Life Technologies) for mRNAs or SYBR Green PCR Master Mix (Qiagen) for microRNAs.

The internal control for mRNA analysis is the housekeeping gene Atp5o (ATP synthase, H+ transporting, mitochondrial F1 complex, O subunit). For miRNA analysis, the internal control was U6 snRNA.

### RNA-Seq and Bioinformatics Analysis

TruSeq Stranded Total RNA Library Prep Kit with Ribo-Zero treatment (Illumina) was used to obtain sequencing libraries from total RNA extracted from sorted GFP(+) FUS^WT^, FUS^HOMO^, and FUS^KO^ MNs. The sequencing reaction, which produced 100 nucleotides-long paired-end reads, was performed on an Illumina HiSeq 2500 Sequencing system.

Alignment of reads to mouse genome and transcriptome was performed using TopHat2 software [26].

Cuffdiff 2 was employed for gene- and transcript-level quantification and for differential expression analysis [27].

### Small RNA-Seq

Small RNA libraries were generated from total RNA extracted from sorted GFP(+) FUS^WT^, FUS^HOMO^, and FUS^KO^ MNs using TruSeq Small RNA Library Preparation Kit. Fifty-nucleotide single-end sequencing was performed on an Illumina HiSeq 2500 Sequencing system. Bowtie [28] was used to align reads to the sequence of canonical microRNAs and their putative isoforms. Full quantile normalized read counts were provided to edgeR [29] for differential expression analysis. DIANA-microT web server [30] was used to retrieve information on miRNA-target interactions predicted by microT-CDS software, using a threshold for the target prediction score equal to 0.7.

### CLIP-Seq Data Reanalysis

Raw reads from the FUS HITS-CLIP experiment conducted by Lagier-Tourenne and co-workers [15] on wild-type whole mouse brain were downloaded from GEO and reanalyzed following a pipeline similar to that described in Errichelli [25]. This dataset was selected because of the significant inter-replica peak consistency. Transcripts bound by FUS in the 3′-UTR were found by intersecting the genomic coordinates of these untranslated regions with those of FUS peaks using bedtools intersect [31].

### Immunofluorescence

Cells were cultured on poly-l-ornithine/laminin-pre-coated glass coverslips and then fixed in 4% paraformaldehyde in PBS for 20 min at 4 °C. Double immunostainings were performed sequentially as described above [32]. In brief, cells were permeabilized with Triton 0.3% (10 min, RT), blocked with 2% BSA/5% goat serum in PBS (20 min, RT), and then incubated with anti-FUS antibody (sc-47711, Santa Cruz) 1:100 in 1% BSA/1% goat serum/PBS (ON, at 4 °C). Target detection was performed by goat anti-mouse Cy3 conjugated antibody (Jackson ImmunoResearch, 115-165-003; 1:300). After washing, cells were blocked with 10% normal mouse serum/1% goat serum/1% BSA (30 min, RT). Sequential labeling with a second primary antibody (anti-Islet-1/2 39.4D5, DSHB; 1:50) and detection with donkey anti-mouse Alexa Fluor 647 (Invitrogen A-31571; 1:100) was carried out. An endogenous GFP pattern was detected through expression from the HB9::GFP cassette. Nuclei were labeled with DAPI (Sigma, D9542; 1 μg/ml/PBS). Coverslips were mounted using ProLong Diamond Antifade Mountant (Thermo Fischer Scientific P-36961).

### Confocal Microscopy and Post-Acquisition Analysis

Samples were imaged on a confocal laser scanning microscope (FluoView FV10i Olympus) by using a ×60 water immersion objective (NA 1.35). Images were captured at depth intervals of 0.3 μm and a resolution of 1024 × 1024 pixels. Laser intensity was set for each channel for optimal visualization of fluorescent labeling, and kept constant for each acquisition. All Z-stacks were processed with ImageJ/FIJI software and merged in Z-projection 16-bit color images. The intensity threshold was adjusted considering the signal of cells incubated without primary antibodies as background. Line scan analysis was performed with FIJI to plot the fluorescence intensity values along a selected line (intensity vs distance) after subtracting the background values obtained in a region next to cells that did not show fluorescence. The fluorescence intensity values obtained from the cytoplasmic region of the line scan analysis were then used to calculate the mean value +/− SEM.

### Statistical Analysis

Results are expressed as means +/− SEM from biological triplicates. Statistical differences were analyzed by using two-tailed Student’s *t* test. A *p* value < 0.05 was considered as statistically significant: *p < 0.05, **p < 0.01, ***p < 0.001.

#### Data Availability

RNA sequencing raw data have been deposited at Gene Expression Omnibus (GSE 101097).

## Results

### In Vitro Differentiation and FACS Purification of Spinal MNs from mESCs

Based on the protocol described in Wichterle [24, 33] (Fig. 1a), we differentiated in vitro spinal MNs from mESCs derived from a homozygous knock-in mouse (NAS, in preparation) carrying the FUS-P517L allele (FUS^HOMO^). The homozygous condition was initially selected in order to analyze the effects of the mutation in the absence of any wild-type protein.

**Fig. 1:**
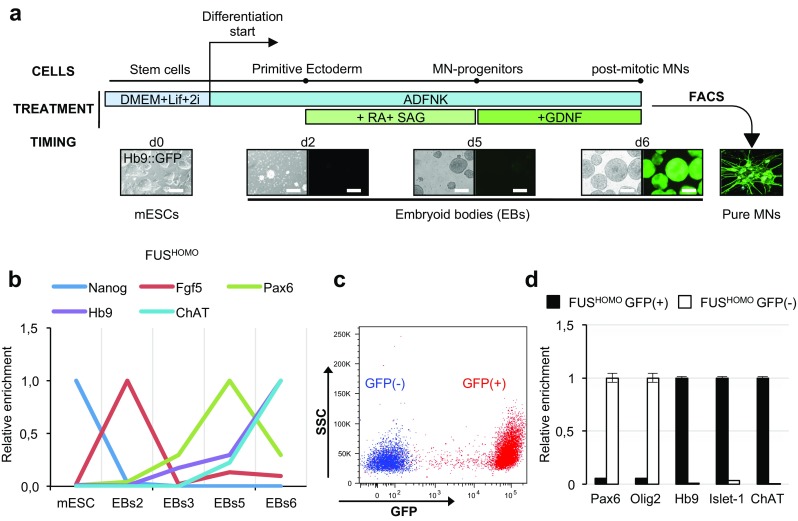
In vitro differentiation of mESC into spinal MNs. **a.** Schematic overview of the differentiation protocol: cell types, experimental treatments, and timing are indicated (d = day, RA = retinoic acid, SAG = smoothened agonist, FACS = fluorescence-activated cell sorting, GDNF = glial cell-derived neurotrophic factor, ESCs = embryonic stem cells, EBs = embryoid bodies, MNs = motor neurons). See text for details. Scale bar: 200 μm. **b** qRT-PCR profiling of stemness, primitive ectoderm, and neural/MN markers along differentiation of FUS^HOMO^ mESCs to MNs. Cell types/differentiation days (2 to 6) are indicated on the x-axis. For each marker analyzed (indicated above), the expression peak is set as 1. Results are expressed in arbitrary units, relative to Atp5o as internal standard. **c** mESCs differentiated to MNs were isolated by FACS based on GFP expression level. Upon sorting, FUS^HOMO^ GFP(−) (blue) and GFP(+) (red) cells were checked for purity. The figure shows the overlay of the purified populations. **d** qRT-PCR analysis of neural/MN progenitors and MN markers in sorted FUS^HOMO^ GFP(+) (black bars) and GFP(−) cell populations (white bars). For each marker analyzed (indicated below), the expression peak is set as 1. Results are expressed in arbitrary units, relative to Atp5o as internal standard

MN differentiation was monitored by following the expression of several markers (Fig. 1b). The stemness-related factor NANOG [34] was expressed only in ESCs, and it was switched off before the appearance of the primitive ectoderm marker Fgf5 [35]. The peak of the early neural marker Pax6 [36] at day 5 indicated the occurrence of neuronal induction, anticipating the expression of the MN-specific markers Hb9 [37] and ChAT [38] at later stages. The timing of marker expression in FUS^HOMO^ was the same as in FUS^WT^ and FUS^KO^ lines (Online resource 3: Fig. S1a and S1c), indicating that neither the absence nor the mutation of FUS affects the differentiation potential of mESCs, in agreement with previous data [21]. Progression along MN differentiation was also checked by monitoring the expression of a GFP transgene [33], driven by the MN-specific promoter Hb9 (Fig. 1a). After 6 days of differentiation, the GFP expression allowed the selection of MNs [GFP(+) cells], corresponding to about 40% of the mixed neural cell population obtained upon embryoid body (EB) dissociation (Fig. 1c). GFP(+) cells were characterized by robust expression of genes known to play important functions in MN development (Islet-1) [39] as well as cell identity acquisition (Hb9) and function (ChAT) (Fig. 1d). Conversely, the complementary GFP(−) cell population was enriched for Pax6 and Olig2 transcripts, highly expressed in neural and MN precursors, respectively, demonstrating that the GFP(−) fraction was largely composed of neural progenitors. Similar results were obtained when we analyzed GFP(+) and GFP(−) cells derived from either FUS^WT^ (Online resource 3: Fig. S1b) or FUS^KO^ (Online resource 3: Fig. S1d) lines, again indicating that in vitro differentiation of spinal MNs was not affected by alteration of FUS abundance or activity.

FUS mRNA expression and protein localization were then analyzed in GFP(+) MNs derived from FUS^WT^, FUS^HOMO^, and FUS^KO^. The results indicate that, while the mRNA levels are unaffected (Online resource 3: Fig. S2), the subcellular localization of the protein changes with an approximately fivefold increase in the cytoplasmic compartment (Fig. 2a, b) compared to FUS^WT^ (Fig. 2c).

**Fig. 2:**
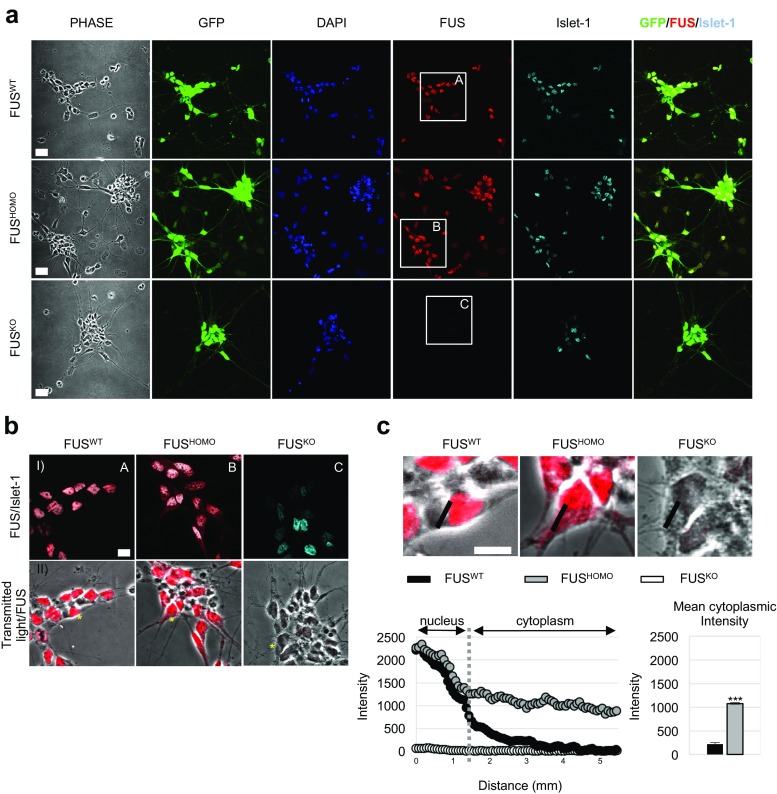
FUS protein localization in mESC-derived MNs: **a** Multiple immunostaining analysis of FUS (red) and the MN marker Islet-1 (cyan) in FUS^WT^, FUS^HOMO^, and FUS^KO^ mixed cell populations cultured for 2 days after EB dissociation and replating. The higher GFP signal is mainly located in Islet1(+) cells. No significant FUS signal was found in FUS^KO^ cells. Nuclear staining with DAPI (4′,6-diamidino-2-phenylindole) is reported in blue. Scale bar: 20 μm. **b** Magnification of square inserts (A, B, C) reported in **a** showing FUS and Islet-1 double immunofluorescence (row I) or FUS staining combined with transmitted light (row II). **c** Representative line scan analysis of the FUS signal intensity in MNs indicated by asterisks in B (row II). A fluorescent intensity value along the black line drawn across the nucleus and cytoplasm (upper panel) was plotted versus distance (bottom chart). Note the shift in cytoplasmic intensity profile in FUS^HOMO^ (gray dots) with respect to FUS^WT^ (black dots) and FUS^KO^ (white dots). The histogram on the left represents the mean (+/− SEM) of cytoplasmic intensity between FUS^WT^ and FUS^HOMO^ MNs. Scale bar: 10 μm. Results (+/− SEM) are expressed in arbitrary units

### Transcriptome Analysis of FUS-Depleted or FUS-Mutant MNs

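Total RNA depleted of ribosomal RNA was sequenced from GFP(+) MNs sorted at day 6, with 3 libraries each of FUS WT, FUS KO, and FUS HOMO. The FUS HOMO libraries were produced apart from the other 6, which came from an earlier study, so an effect of the sequencing batch and an effect of the mutation cannot be told apart. According to the paper's Table 2, the libraries held 37478021, 33724684, and 45556573 mapped read pairs in FUS WT, 35644758, 34892592, and 48654129 in FUS KO, and 36092549, 51529973, and 32750625 in FUS HOMO. The authors aligned the reads with TopHat2 to GRCm38 and computed FPKM with Cuffdiff. The deposited table gives FPKM but no counts for 12852 genes. From these values, log2(FPKM + 0.1) was compared with limma for the 11390 genes above 1 FPKM in at least 3 of the 9 libraries. Genes with a Benjamini-Hochberg adjusted p under 0.1 were called. Fold changes are on this log2 scale, which understates the change of genes with low FPKM. The third FUS HOMO library stood apart from the others, with 77.71% of its read pairs mapped, rank correlations with the other libraries of 0.960 to 0.979, and a score of 39.25 on the first principal component against -16.74 to 10.93 for the other 8.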

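The Fus gene itself (chromosome 7, 127967457 to 127985701, GRCm38) gave 13.0, 17.8, and 20.6 FPKM in the 3 FUS KO libraries. It gave 45.0, 26.9, and 40.5 FPKM in FUS WT and 41.5, 32.6, and 33.8 FPKM in FUS HOMO, so that every FUS KO library lay below every other library. The mean was 37.5 ± 9.45 FPKM (SD, n = 3) in FUS WT, 17.1 ± 3.84 in FUS KO, and 36.0 ± 4.84 in FUS HOMO. Against FUS WT, the log2 fold change was -1.12 (SE 0.213) in FUS KO, with an unadjusted p of 3.34e-04 and an adjusted p of 0.296 from limma, and -0.03 (SE 0.213, adjusted p = 0.953) in FUS HOMO. With array weights the adjusted p in FUS KO was 0.0162, and over the other settings it lay between 0.176 and 1. FPKM summarizes reads along the whole gene and does not measure the protein.

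**Figure D1:**
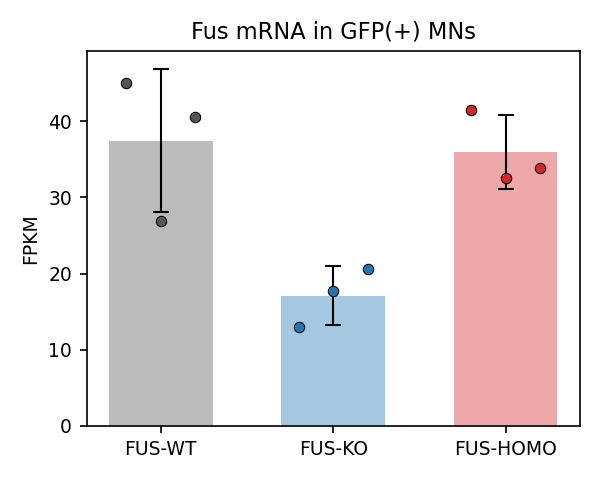
FPKM of Fus in each total RNA library of FUS WT, FUS KO, and FUS HOMO MNs, with points for single libraries and bars for the mean with its SD (n = 3). The FUS KO libraries lie between 13.0 and 20.6 FPKM.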

To investigate the effects of FUS mutation on the MN transcriptome, we analyzed global gene expression through Ribo-Zero NGS, in FUS^HOMO^ MNs differentiated from three independent mESC lines. From a technical point of view (sequencing depth, read length and pairing, sequencing center of origin, mapping statistics), RNA-Seq data were comparable with those previously produced in the lab for the FUS^WT^ and FUS^KO^ genetic backgrounds [25]. Almost 90% of the reads were successfully mapped to the mouse genome (Online resource 4: Table 2), with the majority aligned to unique locations. Mitochondrial RNAs, rRNAs, tRNAs, snRNAs, snoRNAs, miRNAs, and other non-coding species shorter than 200 nt were excluded from further analysis. We found that the transcriptome of FUS^WT^ MNs (Online resource 3: Fig. S3) consists of 36,725 expressed RNAs (FPKM > 0.1) corresponding to 14,473 unique gene loci, 12,895 of which encode for proteins.

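Transcripts of mature MNs were abundant in FUS WT, with 2819 ± 775 FPKM (SD, n = 3) for Nefl, the light neurofilament chain, and 1053 ± 50.8 FPKM for Slit2, an axon guidance ligand. Of 5 further genes chosen after their values were seen, the MN transcription factors Mnx1 and Isl1 gave 239 ± 22.3 and 142 ± 18.4 FPKM, and Chat, the acetylcholine-synthesizing enzyme, gave 51.0 ± 10.7 FPKM. Olig2 and Pax6, which mark MN progenitors, gave 3.71 ± 0.479 and 2.26 ± 0.985 FPKM. None of the 20 genes of the MN identity list passed the limma test in FUS HOMO or FUS KO, over all genes or adjusted over the list alone. At an unadjusted p under 0.05, 1 of them was higher and 1 lower in FUS HOMO, and 1 was lower in FUS KO. As a set, the list gave an adjusted p of 0.780 and 0.958 by camera. In FUS WT, the mean FPKM was above 0.1 for 12761 genes of the deposited table, above 1 for 11237, and above 20 for 4409. In every FUS WT library, 12671 genes were above 0.1. Of the genes of that table matched to GENCODE vM21, 98.89% are annotated as protein coding.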

Differential gene expression analysis was performed to identify mRNAs whose levels changed in FUS^KO^ and FUS^HOMO^, compared to FUS^WT^. We distinguished three categories of differentially expressed genes, accounting for the effect of gain or loss of function upon FUS mutation. The first group includes the genes altered exclusively in FUS^KO^ and therefore directly due to a loss-of-function mechanism. The second comprises those altered both in FUS^KO^ and FUS^HOMO^; these could represent a class of transcripts more sensitive to the nuclear levels of FUS. The third group is composed of transcripts affected only in FUS^HOMO^ which are likely to be due to a gain of function of the mutant FUS, either in the nucleus or in the cytoplasm.

When compared to FUS^WT^, 238 protein-coding genes proved to be differentially expressed in FUS^KO^ (108 genes were upregulated and 130 were downregulated); of these, 40 were significantly modulated both in FUS^KO^ and FUS^HOMO^, whereas 419 were deregulated exclusively in FUS^HOMO^ (348 genes were downregulated and 71 were upregulated) (Fig. 3a and Online resource 5: Table 3). 

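Tuba1c, which encodes an alpha-tubulin (chromosome 15, 99029891 to 99038110, GRCm38), rose from 1.80 ± 0.230 FPKM (SD, n = 3) in FUS WT to 158 ± 9.83 in FUS HOMO and was at 1.88 ± 0.285 in FUS KO. Its log2 fold change between FUS HOMO and FUS WT was 6.38 (SE 0.143, adjusted p = 4.41e-09). Slc7a11, the cystine transporter (chromosome 3, 49892526 to 50443614), rose from 0.204 ± 0.0643 to 2.69 ± 0.841 FPKM in FUS HOMO (log2 fold change 3.18, SE 0.331, adjusted p = 0.0104) and was at 0.188 ± 0.0653 in FUS KO. Stat2, a transcription factor of interferon signaling (chromosome 10, 128270559 to 128292849), rose from 7.07 ± 0.296 to 15.7 ± 2.67 FPKM in FUS HOMO (log2 fold change 1.12, SE 0.146, adjusted p = 0.0388) and was at 5.70 ± 0.716 in FUS KO. The X-linked gene Cxx1b (53669177 to 53670408) rose in both genotypes, from 26.9 ± 1.80 FPKM to 50.3 ± 6.94 in FUS HOMO (log2 fold change 0.90, adjusted p = 0.0388) and 52.5 ± 3.15 in FUS KO (log2 fold change 0.96, adjusted p = 0.0384). Cirbp, the cold-inducible RNA-binding protein (chromosome 10, 80165985 to 80172786), rose in FUS KO from 100 ± 8.96 to 163 ± 2.32 FPKM (log2 fold change 0.71, SE 0.0848, adjusted p = 0.0384) and was at 107 ± 2.49 in FUS HOMO. With limma, 4 genes were therefore called higher and none lower in FUS HOMO, and 2 higher and none lower in FUS KO. At an unadjusted p under 0.05, 704 genes were higher and 1022 lower in FUS HOMO and 285 higher and 311 lower in FUS KO. For FUS KO these are 596 of 11390 tested genes, close to the share of 0.05 that would pass without any effect. With each library centred on its median, 966 genes were higher and 820 lower in FUS HOMO at that p. Tuba1c was called in every setting, but Stat2 was not called in FUS HOMO without FUS WT 1 (adjusted p = 0.205), FUS WT 2 (0.249), FUS WT 3 (0.246), FUS HOMO 1 (0.134), or FUS HOMO 2 (0.138). Cxx1b was not called in FUS HOMO without FUS WT 1 (0.197), FUS WT 2 (0.265), FUS WT 3 (0.203), FUS HOMO 2 (0.138), or FUS HOMO 3 (0.232). With only the 2 groups compared and with a GC correction chosen after the data were seen, Stat2 (0.134 and 0.117) and Cxx1b (0.209 and 0.135) were not called, and Slc7a11 was not called with the library numbers as a block and without FUS HOMO 3 (0.292). In FUS KO, leaving out FUS WT 1, FUS WT 2, FUS KO 1, FUS KO 2, or FUS KO 3 left no call (adjusted p of Cirbp 0.228, 0.211, 0.335, 0.417, and 0.279, of Cxx1b 0.197, 0.211, 0.335, 0.417, and 0.279), and leaving out FUS WT 3 left 1, with Cxx1b at 0.151, whereas array weights gave 129 higher and 175 lower genes.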

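The paper's Table 3 lists 372 genes lower and 87 higher in FUS HOMO, and 130 lower and 108 higher in FUS KO. Of the 372, 327 were tested here, all 327 had a negative log2 fold change, and 308 had an unadjusted p under 0.05. Of the 87 higher in FUS HOMO, 72 were tested, all with a positive log2 fold change, and 70 had an unadjusted p under 0.05. In FUS KO, 84 of the 99 tested genes listed as lower and 60 of the 63 tested genes listed as higher had an unadjusted p under 0.05, and all 99 and 63 had the direction of their list. These lists were chosen on the same libraries, so their direction is not independent evidence. The genes listed as lower in FUS HOMO had a median transcript length of 5291.5 nt and a median GC content of 41.53%, against 1872 nt and 53.99% for those listed as higher, whereas the GC content was 53.32% and 49.77% for the genes lower and higher in FUS KO. The authors' methods take genes of q above 0.1 where p is under 0.05 and the highest value of one group is below 0.9 times the lowest of the other. Their looser conditions for genes or transcripts of q under 0.1 were not used here. This condition alone, applied to every gene with an unadjusted p from limma, called 174 genes higher and 334 lower in FUS HOMO, 124 higher and 125 lower in FUS KO, and 25 higher and 16 lower in both. With centred libraries, this rule called 247 genes higher and 244 lower in FUS HOMO. From the genes altered in FUS HOMO alone, the paper proposes a gain of function of the mutant FUS, and it attributes the genes altered in FUS KO alone to a loss of function.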

The heatmap of differentially expressed genes is reported in Fig. 3b. Based on expression levels (FPKM > 1), fold change [log2(fold change) > 0.5], and/or biological significance, hits from the two main lists of differentially expressed genes, i.e., those specifically altered between FUS^HOMO^ and FUS^WT^ and those modulated only upon FUS depletion, were picked out for RNA-Seq validation. Representative candidate genes matching these criteria were analyzed by qRT-PCR. Data shown in Fig. 3c confirm the RNA-Seq data for all of them.

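Among the genes chosen for FUS HOMO, Trove2, an RNA-binding protein of Ro particles, had 41.0 ± 9.17 FPKM (SD, n = 3) in FUS WT and 16.9 ± 6.08 in FUS HOMO (log2 fold change -1.33), and the polarity gene Crb1 had 6.62 ± 2.17 and 2.86 ± 0.599 FPKM (log2 fold change -1.15). Psmc6, a proteasome subunit, had 175 ± 37.8 and 101 ± 20.7 FPKM, Top2b, a DNA topoisomerase, had 150 ± 28.9 and 88.9 ± 23.0, and the kinase Rock1 had 11.7 ± 0.253 and 7.41 ± 2.60. Histone Hist1h1a had 30.7 ± 5.00 FPKM in FUS WT and 52.3 ± 22.8 in FUS HOMO (78.61 in the third library), and Hoxa1 had 26.1 ± 7.61 and 40.2 ± 9.03. With Tuba1c and Stat2, which passed the limma test, all 9 genes had the direction of the paper, and the other 7 had unadjusted p between 4.09e-04 and 0.0211 but adjusted p of 0.289 to 0.290. With the library numbers as a block, Trove2 was called as well (adjusted p = 0.0679). For FUS KO, the Polycomb gene Cbx7 had 14.5 ± 3.13 FPKM in FUS WT and 38.4 ± 15.5 in FUS KO (log2 fold change 1.34, SE 0.295, adjusted p = 0.354, and 0.0695 with the block, which calls it), and the imprinted gene Ndn had 324 ± 24.6 and 506 ± 106 FPKM (log2 fold change 0.63, adjusted p = 0.362). Tcf20 had 45.5 ± 6.69 and 28.5 ± 1.50 FPKM (log2 fold change -0.66), Padi2 had 2.37 ± 0.470 and 1.01 ± 0.309 (log2 fold change -1.17), and the Y-linked gene Eif2s3y had 31.6 ± 12.5 and 11.9 ± 3.49 (log2 fold change -1.36). Dkk3 (3.50 ± 1.27 and 6.68 ± 4.18 FPKM), Atf3 (1.26 ± 0.118 and 3.42 ± 2.59 FPKM), and Pdk1 (23.7 ± 7.52 and 12.1 ± 6.20 FPKM) had unadjusted p of 0.174, 0.0907, and 0.191. Of these 9 genes for FUS KO, all had the direction of the paper, 6 had an unadjusted p under 0.05, and Cirbp was the one called with limma without block or weights. With array weights, Cbx7, Ndn, Tcf20, and Padi2 were called. Atp5o, the transcript used for normalization in the qRT-PCR, had 438 ± 24.2 FPKM in FUS WT, 457 ± 11.3 in FUS KO, and 537 ± 65.8 in FUS HOMO (log2 fold change 0.29 in FUS HOMO, unadjusted p = 0.0149, adjusted p = 0.289).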

**Fig. 3:**
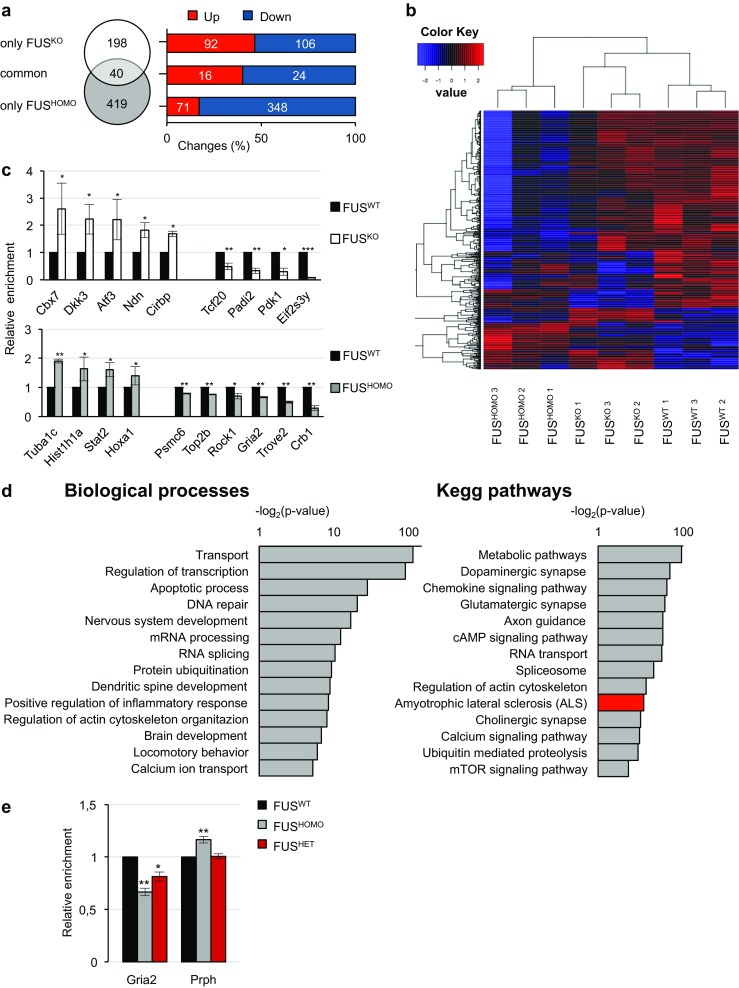
Differential gene expression analysis in FUS^KO^ and FUS^HOMO^ MNs. **a** Left: Venn diagram showing the number of genes misregulated exclusively in FUS^KO^ (white circle) or in FUS^HOMO^ (gray circle) MNs. Forty genes are commonly deregulated (light gray area). Right: distribution of differentially expressed genes according to deregulation tendency (red: upregulation; blue: downregulation). **b** Heat map shows the relative expression levels of differentially expressed genes, along with the hierarchical clustering of genes and samples (three biological replicates). Expression levels used in the heatmap were calculated by mean-centering the log2-transformed FPKM values of genes. The heatmap represents only those genes having FPKM > 1 in at least three samples. **c** qRT-PCR analysis of selected mRNAs differentially expressed in FUS^KO^ (upper histogram, white bars) or FUS^HOMO^ (lower histogram, gray bars) compared to FUS^WT^ (black bars), set as 1. Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of Atp5o mRNA. *p < 0.05, **p < 0.01, ***p < 0.001 two-tailed Student’s *t* test. **d** Representative functional categories of genes differentially expressed between FUS^HOMO^ and FUS^WT^ according to Gene Ontology analysis. Biological processes (left diagram) or KEGG pathways (right diagram) are shown. The ALS gene category is highlighted in red. **e** qRT-PCR analysis of Gria2 and Prph in FUS^HOMO^ (gray bars) and FUS^HET^ (red bars) compared to FUS^WT^ (black bars), set as 1. Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of Atp5o mRNA. *p < 0.05, **p < 0.01, two-tailed Student’s *t* test

### The Gria2 Subunit of the AMPA Receptor Is Downregulated in FUS-Mutant MNs

By using the DAVID Functional Annotation Tool [40], we performed Gene Ontology (GO) term enrichment analyses of the genes specifically altered in FUS^HOMO^ or in FUS^KO^ conditions (Online resource 6 : Table 4). Selected functional categories (reported in the left panel of Fig. 3d for FUS^HOMO^ and in Online resource 3: Fig. S4 for FUS^KO^) include a large number of genes participating in general biological processes such as transcription, splicing, and cell physiology; moreover, a conspicuous number of genes regulating neuronal activity, development, and function were also found. 

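Splicing factors were lower as a set in FUS HOMO than in FUS WT, with a median log2 fold change of -0.14 and 36 of 52 members below 0 (camera, adjusted p = 6.34e-04; adjusted p = 0.861 with an estimated correlation). Hnrnph1, a splicing regulator, had 589 ± 57.7 FPKM (SD, n = 3) in FUS WT, 598 ± 98.2 in FUS KO, and 395 ± 122 in FUS HOMO, and Srsf5, an SR protein, had 330 ± 10.1, 281 ± 25.7, and 257 ± 66.6. The lowest values of both genes, 267 and 183 FPKM, belonged to the third FUS HOMO library that stood apart, and without it the list splicing factors was also called in FUS HOMO (adjusted p = 2.03e-04). For transcription, the 292 zinc finger genes with a Zfp symbol had a median log2 fold change of -0.10 in FUS HOMO, 188 of them below 0 (adjusted p = 7.70e-04; adjusted p = 0.861 with an estimated correlation). This call was lost after a correction for the GC content of the transcripts chosen after the data were seen (adjusted p = 0.306). The 29 DNA repair genes had a median log2 fold change of -0.22, with 24 below 0 (adjusted p = 2.35e-04; adjusted p = 0.861 with an estimated correlation). In FUS KO, neither the splicing factors nor the zinc finger genes were called (adjusted p = 0.916 and 0.184). Of the neuronal lists, axon guidance (16 of 36 genes above 0, adjusted p = 0.298), calcium channels and handling (6 of 19, 0.297), GABA and glycine receptors (2 of 9, 0.297), and glutamate receptors other than the AMPA type (4 of 14, 0.297) were not called in FUS HOMO. Slit2 had 754 ± 198 FPKM in FUS HOMO (log2 fold change -0.52, adjusted p = 0.289), and the calcium pump Atp2b1 had 95.2 ± 11.8 FPKM in FUS WT and 74.56 ± 14.8 in FUS HOMO (log2 fold change -0.36). No member of these 7 lists was called over all genes with limma. At an unadjusted p under 0.05, 2 splicing factors were higher and 22 lower, 7 zinc finger genes were higher and 50 lower, 1 DNA repair gene was higher and 6 lower, and among the neuronal lists 2 genes were higher and 9 lower. Adjusted over the list alone, 2 splicing factors were higher and 20 lower, 1 DNA repair gene was higher and 5 lower, and 1 GABA or glycine receptor gene was lower, while no gene of the other lists passed.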

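Of 33 genes linked to ALS, 17 were above 0 and 16 below 0 in log2 fold change between FUS HOMO and FUS WT, with a median of 0.04 and a mean of -0.04. Matr3 had 406 ± 27.5 FPKM (SD, n = 3) in FUS WT, 428 ± 38.5 in FUS KO, and 312 ± 84.5 in FUS HOMO (216 in the third library that stood apart), and Hnrnpa1, another RNA-binding protein, had 657 ± 54.4, 754 ± 43.3, and 613 ± 88.2. No member passed the limma test over all genes, and 3 were higher and 7 lower in FUS HOMO at an unadjusted p under 0.05. As a set, the list gave a direction below 0 with an adjusted p of 0.894 by camera (0.958 in FUS KO).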

KEGG pathway enrichment analysis performed on genes differentially expressed in FUS^HOMO^ (Fig. 3d, right panel) identified a molecular pathway named “amyotrophic lateral sclerosis,” composed of three hits, whose deregulation was already associated with ALS: Cyct (cytochrome C) [41], Prph (peripherin) [42–44], and Gria2 (glutamate ionotropic receptor α‐amino‐3‐hydroxy‐5‐methyl-4-isoxazole propionic acid (AMPA) type subunit 2) [45, 46].

As ALS-causative FUS mutations are autosomal dominant, we analyzed a related ESC line, derived from a heterozygous mouse for the FUS-P517L mutation (N. Shneider, unpublished) matching the patients’ genotype. Since Cyct was expressed at very low levels (FPKM < 1), we focused on Gria2 and Prph (FPKM > 20) to test whether their expression was altered in FUS^HET^ MNs. 

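Gria2, the AMPA receptor subunit that limits calcium entry, had 26.6, 24.8, and 26.8 FPKM in the 3 FUS WT libraries, 19.6, 26.7, and 28.0 in FUS KO, and 20.7, 18.9, and 8.70 in FUS HOMO, where the lowest value belonged to the third library that stood apart. Prph, the peripheral neurofilament protein, had 252 ± 10.8 FPKM (SD, n = 3) in FUS WT, 304 ± 121 in FUS KO, and 380 ± 95.9 in FUS HOMO, a log2 fold change of 0.56 in FUS HOMO (SE 0.250, unadjusted p = 0.0467, adjusted p = 0.324 from limma). Cyct, the testis form of cytochrome c, had 0.925 ± 0.344 FPKM in FUS WT, 0.751 ± 0.354 in FUS KO, and 0.317 ± 0.195 in FUS HOMO and was below the filter of the test. Among the 12 AMPA receptor subunits and auxiliary proteins, 5 were above and 7 below 0 in FUS HOMO, and the set was not called (camera, adjusted p = 0.756). Its members of highest FPKM were Cnih2, with 55.5 ± 10.3 FPKM in FUS WT and 68.3 ± 9.57 in FUS HOMO, and Grip1, with 58.4 ± 4.18 and 51.2 ± 6.41. Of 2 further subunits chosen after their values were seen, Gria4 had 11.1 ± 1.16 FPKM in FUS WT, 13.2 ± 3.88 in FUS KO, and 8.31 ± 0.770 in FUS HOMO (log2 fold change -0.41, adjusted p = 0.361), and Gria3 had 3.18 ± 0.744 FPKM in FUS WT (log2 fold change -0.21 in FUS HOMO).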

Figure 3e shows that Gria2 mRNA was downregulated in FUS^HET^ MNs at an intermediate level between FUS^WT^ and FUS^HOMO^ indicating a dose effect of the FUS mutation on Gria2 expression. Conversely, Prph which was slightly upregulated in FUS^HOMO^ did not show any change in FUS^HET^ MNs. Interestingly, reduced Gria2 levels specifically characterize post-mitotic FUS^HET^ and FUS^HOMO^ GFP(+) MNs, while no effect is observed in the GFP(−) population (Online resource 3: Fig. S5).

### mRNA/miRNA Cross-Analysis in FUS-Depleted and FUS-Mutant MNs

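Small RNA was sequenced from GFP(+) MNs at day 6 with 2 libraries each of FUS WT, FUS KO, and FUS HOMO, as 50-nt single-end reads. The paper's Table 5 gives 8776929 and 8527367 mapped reads for FUS WT, 6947395 and 12415006 for FUS KO, and 8594190 and 8370257 for FUS HOMO. The deposited table holds 631 miRNAs as full-quantile-normalized reads, which the authors made from Bowtie alignments, and each library sums to 8529431. Sorted by size, the values of the 6 libraries are identical, so any miRNA that rises takes the value of another that falls, and counting error cannot be computed from them. From these values, log2(normalized reads + 1) was compared with limma over the 6 libraries, and miRNAs with an adjusted p under 0.1 were called. With 2 libraries per genotype, 60% to 85% of simulated log2 changes of 1 were recovered. Smaller changes were not simulated, and the simulated values had independent noise, unlike normalized values fixed by rank.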

Since miRNAs have been shown to participate in MN metabolism [47–49] and to be affected by FUS mutations [50], we used NGS to analyze the global miRNA expression profiles in mESC-derived FUS^WT^, FUS^HOMO^, and FUS^KO^ MNs. Reads produced in this experiment were mapped to a database of known and predicted miRNA isoforms (mapping statistics are reported in Online resource 7: Table 5). 

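In FUS WT, miR-10a-5p and miR-10b-5p, which lie in the Hox clusters, made up 33.97% and 21.38% of the normalized reads, followed by miR-92a-3p (4.343%), miR-127-3p of the Dlk1-Dio3 locus (3.407%), and miR-100-5p (2.511%). Counted on the normalized values, 559 miRNAs reached 1 RPM in both FUS WT libraries, 609 in at least one of them, and 591 on average. The normalization fixes the values of the most abundant miRNAs by their rank, so that miR-10a-5p has 2897620 normalized reads in all 6 libraries and no change of it can be seen.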

Five hundred sixty-five miRNAs had at least one read per million mapped to them in FUS^WT^ MN samples.

Through differential expression analysis, we identified seven miRNAs that were exclusively deregulated in FUS^HOMO^ compared to FUS^WT^ MNs (three upregulated and four downregulated) and 12 miRNAs that displayed an altered expression only in FUS^KO^ (eight upregulated and four downregulated). However, a large number of miRNAs (70) were concordantly deregulated both in FUS^HOMO^ and FUS^KO^ MNs, 70% of which resulted upregulated in both conditions (Fig. 4a and Online resource 8: Table 6). 

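The 5 miRNAs called in both genotypes, all higher than in FUS WT, were miR-300-3p, miR-434-3p, miR-410-3p, and miR-411-5p of the Dlk1-Dio3 locus and miR-182-5p of the sensory miR-183-96-182 cluster. miR-182-5p rose from 17118 ± 1246 normalized reads (SD, n = 2) to 33963 ± 3889 in FUS HOMO (log2 fold change 0.99, adjusted p = 0.0796) and 29617 ± 2257 in FUS KO (log2 fold change 0.79, adjusted p = 0.0532). miR-300-3p rose from 8703 ± 290 to 15354 ± 734 in FUS HOMO and 16787 ± 2561 in FUS KO, with log2 fold changes of 0.82 and 0.94. miR-96-5p of the same cluster as miR-182-5p was called in FUS HOMO, from 71.2 ± 11.0 to 179 ± 28.6 normalized reads (log2 fold change 1.32, SE 0.240, adjusted p = 0.0834), and was at 121 ± 23.3 in FUS KO. Lower miRNAs were miR-1964-3p (163 ± 2.83 to 71.0 ± 8.49), miR-486a-5p, and miR-486b-3p in FUS HOMO and miR-192-5p (8631 ± 705 to 4326 ± 508, log2 fold change -0.999) and miR-191-5p (log2 fold change -0.64, adjusted p = 0.0654) in FUS KO. With limma, 10 miRNAs were higher and 3 lower in FUS HOMO, 7 higher and 2 lower in FUS KO, and none differed between FUS HOMO and FUS KO (27 at an unadjusted p under 0.05, and 2 called without FUS HOMO 2). Against FUS WT, 58 were higher and 46 lower in FUS HOMO and 60 higher and 40 lower in FUS KO at an unadjusted p under 0.05, 42 of them higher and 21 lower in both. The 13 calls of FUS HOMO became 7 without FUS WT 1, 6 without FUS WT 2, 3 without FUS HOMO 1, and 0 without FUS HOMO 2. The 9 of FUS KO became 6 without FUS WT 1, 5 without FUS WT 2, 3 without FUS KO 1, and 0 without FUS KO 2. The 5 shared ones became 6 and 3 without FUS WT 1 and 2, 2 and 0 without FUS HOMO 1 and 2, and 1 and 0 without FUS KO 1 and 2. No miRNA was called at an adjusted p under 0.05 or in a fit without trend, and 37 were called in each genotype with libraries centred on the miRNAs outside the Dlk1-Dio3 locus. The median log2 fold change of the miRNAs outside the locus was -0.106 in FUS HOMO and -0.111 in FUS KO, so centring on them raises every log2 fold change. The normalized values give only the order of the miRNAs, and from them alone it stays open whether those of the locus rose or the others fell. The paper also measured 13 locus miRNAs by qRT-PCR against U6 snRNA, which does not use these ranks, and reports that they bore out its sequencing data. From the similar patterns in both genotypes, the paper proposes a predominant loss-of-function effect.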

For this class of RNAs, the similar expression patterns in FUS^HOMO^ and FUS^KO^ MNs suggested a predominant loss-of-function effect [50]. 

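By position in GRCm38, 118 mature miRNAs from 61 hairpins lie between 109452823 and 110281097 on chromosome 12, from Dlk1 to Dio3, and 93 of them are among the 631 miRNAs measured (14.74%). Together they took 6.77% and 7.11% of the normalized reads in the 2 FUS WT libraries, 9.56% and 10.0% in FUS KO, and 8.70% and 9.95% in FUS HOMO. In the paper's Table 6, 41 of the 49 miRNAs listed as higher in both genotypes lie in this interval (83.67%), and 40 are marked as such by the paper (81.63%). miR-3071-3p and miR-3072-3p lie within the interval and are marked as outside it. Since Table 6 was chosen on the same libraries, its share is not independent evidence of a direction.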

Analysis of the genomic distribution of the miRNAs upregulated both in FUS^HOMO^ and FUS^KO^ indicated that more than 85% of them localize to a single genetic *locus*, namely, *Dlk1-Dio3*, on the distal portion of chromosome 12. Furthermore, all of the miRNAs encoded from this *locus* were upregulated in FUS^HOMO^ and FUS^KO^ MNs. 

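Of the 93 miRNAs of the Dlk1-Dio3 locus, 91 had a log2 fold change above 0 in FUS HOMO and 90 in FUS KO, with medians of 0.56 and 0.57. In both genotypes, 89 were above 0, compared with 117 of the 538 miRNAs outside the locus. Among the called ones, miR-434-3p rose from 36713 normalized reads in FUS WT to 64303 ± 3144 in FUS HOMO (SD, n = 2; log2 fold change 0.81), and miR-410-3p rose from 53108 ± 5330 to 79040 ± 2595 (log2 fold change 0.58). In FUS KO, miR-666-5p rose from 2825 ± 98.3 to 5193 ± 873 (log2 fold change 0.87, adjusted p = 0.0964), and miR-431-5p rose from 4722 ± 207 to 7234 ± 503 (log2 fold change 0.61, adjusted p = 0.0964). The 4 miRNAs below 0 in either genotype, chosen after their values were seen, were miR-1247-5p (log2 fold change -0.42 in FUS HOMO and -0.66 in FUS KO), miR-299a-5p (0.35 and -0.20), miR-665-5p (0.15 and -0.17), and miR-496a-5p (-0.0042 and 0.13). As a set the locus rose in FUS HOMO (camera, adjusted p = 7.34e-41) and in FUS KO (1.15e-36), with an adjusted p of 0.116 and 0.139 with an estimated correlation. Single miRNAs of the locus called higher numbered 7 in FUS HOMO and 6 in FUS KO over all miRNAs, 45 and 44 adjusted over the list alone, and 46 in each genotype at an unadjusted p under 0.05. Without FUS WT 2, 3 were called in FUS HOMO and 2 in FUS KO. In FUS HOMO, 1 was called without FUS HOMO 1 and none without FUS HOMO 2, and in FUS KO, 2 without FUS KO 1 and none without FUS KO 2. With libraries centred on the miRNAs outside the locus, which raises every log2 fold change, 28 were called in each genotype.

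**Figure D2:**
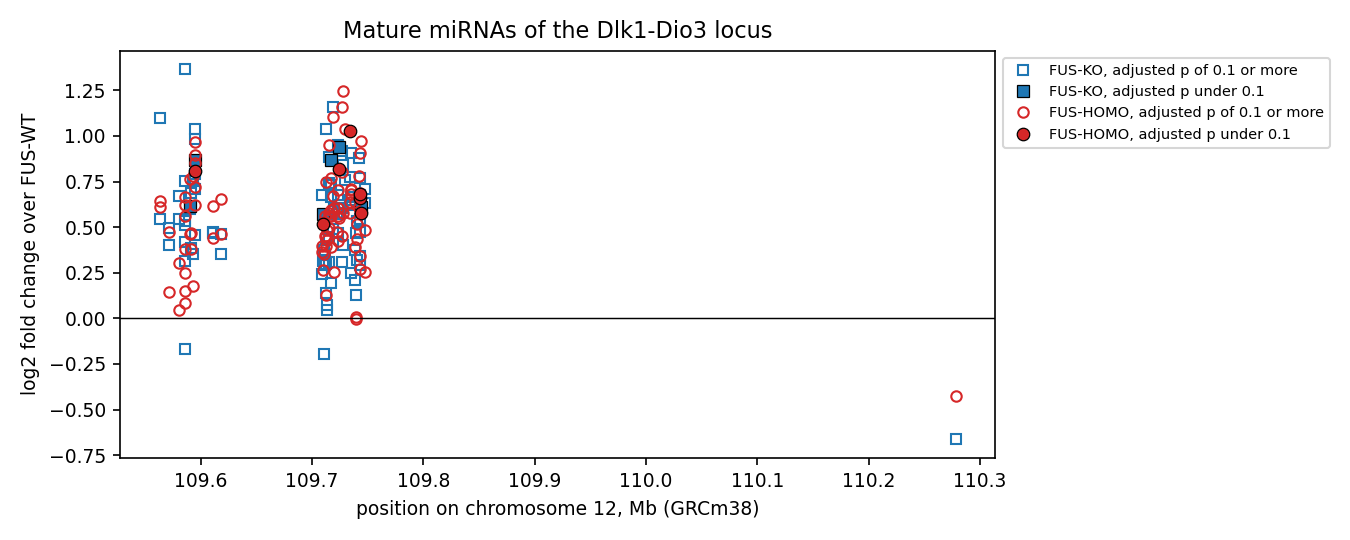
Log2 fold change against FUS WT of the miRNAs of the Dlk1-Dio3 locus in FUS HOMO and FUS KO MNs, each point 1 miRNA. The median is 0.56 in FUS HOMO and 0.57 in FUS KO.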

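Of the locus miRNAs miR-434-3p, miR-369-5p, miR-434-5p, miR-543-3p, miR-411-5p, miR-370-3p, miR-376a-3p, miR-410-3p, miR-134-5p, miR-487b-3p, miR-431-5p, miR-337-5p, and miR-382-5p, all 13 had a log2 fold change above 0 in both genotypes. In FUS HOMO, miR-434-3p, miR-369-5p (0.66, adjusted p = 0.0977), miR-411-5p (0.52), and miR-410-3p were called. Without a call, miR-434-5p stood at 0.85 (adjusted p = 0.123), miR-487b-3p at 0.80 (0.118), and miR-543-3p at 0.77 (0.151) in FUS HOMO. The lowest value in FUS HOMO was 0.46, for miR-431-5p (adjusted p = 0.133). In FUS KO, the calls were miR-434-3p (0.87, adjusted p = 0.0601), miR-411-5p (0.57, 0.0532), miR-410-3p (0.61), and miR-431-5p, and values ranged from 0.46 for miR-370-3p (adjusted p = 0.183) to 0.87. All 13 had an unadjusted p under 0.05 in FUS KO with limma, and 11 had one in FUS HOMO, where miR-376a-3p (0.56, adjusted p = 0.312) and miR-134-5p (0.57, 0.322) had not. None of these calls was made without FUS HOMO 2 in FUS HOMO or without FUS KO 2 in FUS KO, where limma called 0 miRNAs.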

The heatmap of differentially expressed genes is reported in Fig. 4b. qRT-PCR analysis of 13 miRNAs belonging to this subgroup validated the RNA-Seq data (Fig. 4c).

**Fig. 4:**
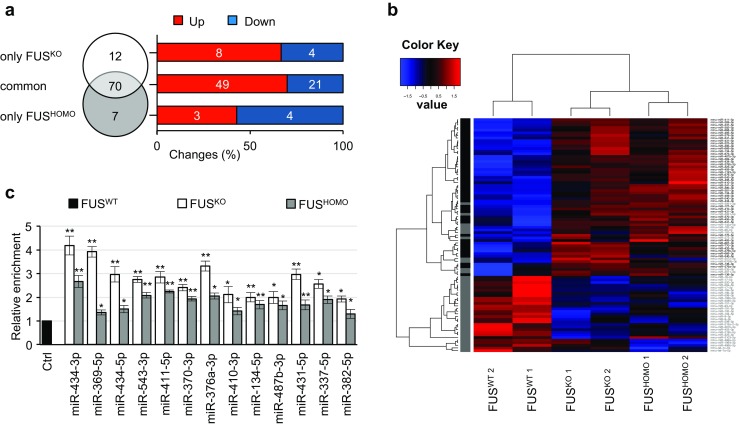
Analysis of microRNA differential expression in FUS^KO^ and FUS^HOMO^ MNs. **a** Left: Venn diagram showing the number of microRNAs misregulated exclusively in FUS^KO^ (white circle) or in FUS^HOMO^ (gray circle) MNs. Seventy genes are commonly deregulated (light gray area). Right: distribution of differentially expressed microRNAs according to deregulation tendency (red: upregulation; blue: downregulation). **b** Heatmap showing the relative expression levels of differentially expressed microRNAs, along with the hierarchical clustering of miRNAs and samples. Expression levels used in the heatmap were calculated by mean-centering the log2-transformed full quantile-normalized read counts of microRNAs. miRNAs belonging to the *Dlk1-Dio3* cluster are highlighted in bold. **c** qRT-PCR analysis of selected microRNAs differentially expressed in FUS^KO^ (white bars) and FUS^HOMO^ (gray bars) compared to FUS^WT^ (black bars), set as 1. Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of U6 snRNA. *p < 0.05, **p < 0.01, two-tailed Student’s *t* test

We then crossed the data from the FUS^HOMO^ long and small RNA sequencing to identify possible candidates converging on common pathways. Figure 5a shows the results of the analysis of miRNAs and their putative target mRNAs (identified through DIANA-microT software [30], Online resource 9: Table 7) exhibiting anti-correlated expression. The most abundant gene subgroup included 191 transcripts, which were downregulated in FUS^HOMO^ condition along with upregulation of putative effector miRNAs. Such a large miRNA-mRNA regulative cross talk was not observable in FUS^KO^. 

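The paper's Table 7 lists 191 genes lower in FUS HOMO with at least 1 predicted miRNA of opposite change, 177 of which were tested with limma. Their median log2 fold change was -0.647 in FUS HOMO and -0.110 in FUS KO, where 141 were also below 0. In FUS HOMO, 169 had an unadjusted p under 0.05 and none an adjusted p under 0.1. miR-409-3p or miR-495-3p was among the predicted miRNAs of 105 genes, and both were for 18. The genes were chosen on these libraries, so their direction in FUS HOMO is not independent evidence. Their direction in FUS KO is not independent either, since both genotypes were compared with the same FUS WT libraries. In 100 simulations without any effect, 66.69% of all tested genes had the same sign in both comparisons, and no such share was computed for chosen genes. By sequence, seed sites of 7 or 8 nt were counted in the 3′-UTR of the longest coding transcript of each gene. Of 11135 tested genes with an annotated 3′-UTR, 4763 hold such a site of miR-409-3p or miR-495-3p. For 4561 of them, genes without a site could be matched on 3′-UTR length and A+T content. The median log2 fold change of these 4561 genes in FUS HOMO was -0.0602, against 0.0653 for all genes without a site. The medians of 10000 matched sets had a 95% range of -0.0442 to -0.0255. In FUS KO, the 4561 genes had a median of 0.000221 and the matched sets a 95% range of -0.00598 to 0.00283. The third FUS HOMO library weighs on this difference, which was -0.0245 relative to the matched sets with it and -0.00966 without it.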

As shown in Online resource 3: Fig. S6, the classes of genes deregulated only in FUS^KO^ or in both conditions show a significantly lower percentage of mRNAs putatively targeted by miRNAs with anti-correlated expression compared to the genes altered in FUS^HOMO^ (*p* values for chi-squared test = 1.666e−08 and 0.0004114, respectively). This fact suggests that the effect of deregulated miRNAs on their targets is poorly contributed by FUS loss of function.

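Of the 419 genes listed in FUS HOMO alone, 201 (47.97%) had a predicted miRNA of opposite change, compared with 49 of 198 (24.75%) listed in FUS KO alone and 7 of 40 (17.5%) listed in both. Fisher's exact test (two-sided) gave p = 2.75e-08 for FUS HOMO alone against FUS KO alone (odds ratio 2.804) and p = 1.88e-04 for FUS HOMO alone against both (odds ratio 4.347). The chi-squared test with continuity correction gave 6.75e-08 and 4.11e-04. For genes with lower expression the shares were 53.45% (186 of 348) and 24.53% (26 of 106), and for genes with higher expression 21.13% (15 of 71) and 25.0% (23 of 92, Fisher's exact test p = 0.582). Lower genes of FUS HOMO alone had a median 3′-UTR of 2291 nt and those of FUS KO alone of 1105 nt. At or below the median 3′-UTR length of 1948 nt, the shares of the lower genes were 44.68% and 22.37% (Fisher's exact test p = 0.00117), and above it 61.58% and 34.62% (p = 0.0110). The shares were not divided by base composition, although the median transcript GC content was 41.53% for all genes listed as lower in FUS HOMO and 53.32% in FUS KO. Restricted to the genes also called with limma, the classes hold 3 and 1 genes, and 1 of the 3 and none of the other had such a miRNA (Fisher's exact test p = 1), too few to test the difference. From the lower shares in FUS KO alone and in both conditions, the paper proposes that loss of FUS contributes little to the effect of the deregulated miRNAs on their targets.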

**Fig. 5:**
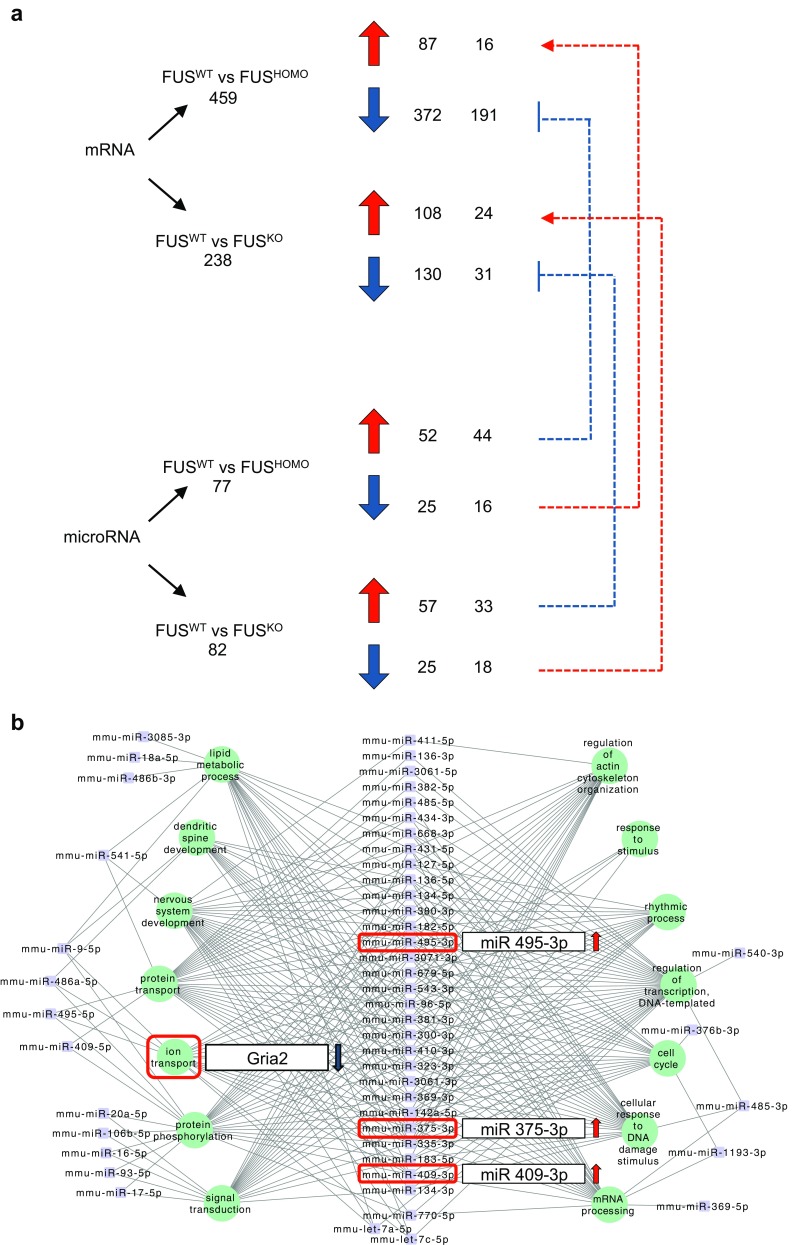
Differentially expressed mRNA and miRNA cross-analysis. **a** Diagram showing, for each sample, the numbers of upregulated (red arrows) and downregulated (blue arrows) mRNAs and microRNAs, with opposing differential expression patterns. Blue dashed lines and red dashed arrows lines indicate negative and positive interactions between microRNAs and mRNAs, respectively. **b** Networking between upregulated microRNAs (purple dots) and downregulated predicted targets mRNAs (clustered in functional categories and represented as green dots) in FUS^HOMO^ MNs. Ion transport category, Gria2 gene, and microRNAs (miR-409-3p, miR-495-3p, and miR-375-3p) are highlighted

Genes downregulated in FUS^HOMO^ and targeted by upregulated miRNAs were organized into functional categories by GO analysis and combined together with their putative interacting miRNAs into functional circuitries through Cytoscape software [51] (Fig. 5b). Of note, among functional categories involved in ALS/neurodegeneration such as lipid metabolism process [52], regulation of actin cytoskeleton organization [53], protein transport [54], and DNA repair [55], we identified a cluster of genes named “Ion Transport.” It included Gria2, which was predicted to be targeted by miR-409-3p, miR-495-3p, and miR-375-3p at multiple sites. 

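The longest annotated 3′-UTR of Gria2 has 7268 nt, 7265 of them in the last exon (chromosome 3, 80681450 to 80688714 on the minus strand, GRCm38). It holds 6 matches to the seed of miR-409-3p, at nt 540, 856, 907, 3392, 5533, and 5790 of the 3′-UTR. The matches at 3392 (CTAGCAACATTCCTGTA with flanks) and 5790 (TTGGCAACATTCATGAG) extend to position 8 of the miRNA. For miR-495-3p it holds 5 matches, at nt 1136, 2460, 2701, 4341, and 5473. Those at 1136 (AAATATTTGTTAATTAA), 4341 (GACATTTTGTTAGACAC), and 5473 (AAAGTTTTGTTATTTGG) are followed by an A. For miR-375-3p it holds 4 matches, at nt 27, 4235, 4380, and 6064, and the match at 4235 (ACCCTGAACAAAAGTTG) is followed by an A. These are matches of 6 or more nt to the seed alone, without the scores or conservation that the prediction programs use.

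**Figure D3:**
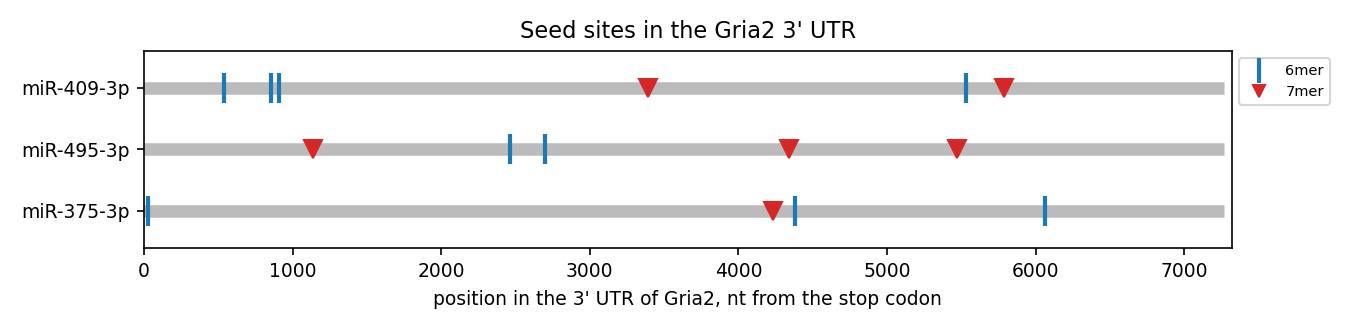
Seed matches of miR-409-3p, miR-495-3p, and miR-375-3p along the 3′-UTR of Gria2, with the position in nt on the x axis and 1 mark per match. Matches to miR-409-3p number 6, to miR-495-3p 5, and to miR-375-3p 4.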

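Gria2 had a mean of 26.1 ± 1.09 FPKM (SD, n = 3) in FUS WT, 24.8 ± 4.54 in FUS KO, and 16.1 ± 6.46 in FUS HOMO, and every FUS HOMO library lay below every FUS WT library. The log2 fold change was -0.79 in FUS HOMO (SE 0.278, unadjusted p = 0.0171, adjusted p = 0.290 from limma) and -0.09 in FUS KO (adjusted p = 0.998). miR-409-3p rose in FUS HOMO, from 15193 ± 1477 normalized reads (SD, n = 2) in FUS WT to 24402 ± 2432 (log2 fold change 0.68, SE 0.116, adjusted p = 0.0834), and was at 21083 ± 1528 in FUS KO (log2 fold change 0.47, adjusted p = 0.166). miR-495-3p had 706 ± 171 normalized reads in FUS WT, 976 ± 42.8 in FUS KO, and 1111 ± 130 in FUS HOMO, with log2 fold changes of 0.67 (SE 0.214, adjusted p = 0.230) in FUS HOMO and 0.49 (adjusted p = 0.350) in FUS KO. Without FUS WT 1 these were 0.42 and 0.24, and without FUS WT 2 they were 0.92 and 0.74. For miR-375-3p the values were 62.2 ± 6.01, 104 ± 17.3, and 107 ± 1.77, with log2 fold changes of 0.78 (SE 0.204, adjusted p = 0.153) in FUS HOMO and 0.73 (adjusted p = 0.175) in FUS KO. Centred on the miRNAs outside the Dlk1-Dio3 locus, miR-495-3p and miR-375-3p also passed in FUS HOMO (adjusted p = 0.0886 each). This centring raises every log2 fold change in FUS HOMO, so these passes are no added evidence of a rise. miR-409-3p did not pass without FUS WT 1 (adjusted p = 0.169), FUS WT 2 (0.121), FUS HOMO 1 (0.205), or FUS HOMO 2 (0.443). The log2 fold change of Gria2 in FUS HOMO was -0.40 without the third FUS HOMO library (adjusted p = 0.711) and -0.35 after a correction for GC content chosen after the data were seen (adjusted p = 0.540), and over all settings its adjusted p lay between 0.161 and 0.711.

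**Figure D4:**
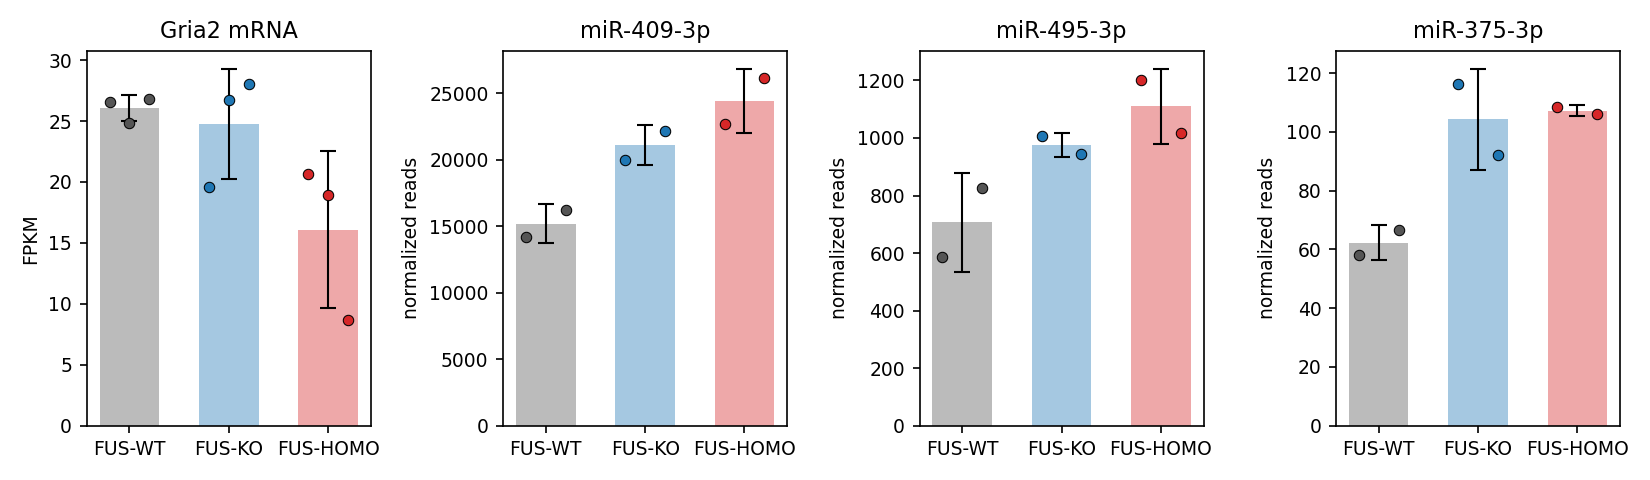
FPKM of Gria2 and normalized reads of miR-409-3p, miR-495-3p, and miR-375-3p in FUS WT, FUS KO, and FUS HOMO MNs, with points for single libraries and bars for the mean with its SD. The mean of Gria2 is 26.1 FPKM in FUS WT and 16.1 FPKM in FUS HOMO.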

Consistent with their involvement in a common circuitry, Gria2 mRNA was downregulated in FUS^HOMO^ conditions where the three miRNAs were upregulated.

### Gria2 Is Targeted by miR-409-3p and miR-495-3p

According to different software (DIANA-microT-CDS and TargetScan [56]), only the miR-409-3p and miR-495-3p-responsive elements (MREs) proved to be fairly well conserved in the mouse and human Gria2 3′-UTR; instead, miR-375-3p was not predicted by both software, and it displayed suboptimal and mainly non-conserved MREs. Therefore, we focused our analysis on miR-409-3p and miR-495-3p (Fig. 6a). Both of these are transcribed from the abovementioned *Dlk1-Dio3 locus*, in the highly conserved and brain-expressed cluster miR379-410. 

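In GRCm38, miR-409-3p lies at 109743204 to 109743225 and miR-495-3p at 109718795 to 109718816 of chromosome 12, inside the 828 kb between Dlk1 and Dio3. miR-375-3p lies outside the locus, at 74900661 to 74900682 of chromosome 1. Of the protein-coding genes of the locus, Dlk1, a Notch ligand homolog, had 64.7 ± 45.5 FPKM (SD, n = 3) in FUS WT, 53.0 ± 34.5 in FUS KO, and 57.5 ± 23.0 in FUS HOMO, and Rtl1, a retrotransposon-derived gene, had 5.67 ± 1.24, 7.61 ± 2.10, and 6.11 ± 1.29. The gene list for this locus was fixed by name and not by the interval above. None of its 4 measured genes was called in FUS HOMO, and the set had an adjusted p of 0.901 by camera.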

As shown in the upper panel of Fig. 6b, upregulation of the two miRNAs was validated by qRT-PCR in FUS^HOMO^ and FUS^HET^ MNs. In line with what was observed for the mature species, we found that also miR-409-3p and miR-495-3p primary transcripts increased in FUS^HOMO^ MNs, whereas an intermediate level of enrichment was detected in FUS^HET^ condition (Fig. 6b, lower panel). In parallel, we checked the Gria2 protein levels in the same samples and observed a significant downregulation of the Gria2 protein (Fig. 7a): compared to FUS^WT^, a larger decrease was observed in FUS^HOMO^ (about 60% reduction), whereas an intermediate level was detected in FUS^HET^ (40% decrease). By normalizing these values with the amount of the Gria2 mRNA, we could define that FUS mutation had an effect at both mRNA and protein levels (compare Fig. 7a with Fig. 3e). These results suggested a specific direct correlation between Gria2 and miR-409-3p and miR-495-3p. To verify this interplay, we cloned the 3′-UTR of Gria2 downstream of a luciferase reporter (schematized in Fig. 7b) and ectopically expressed this construct in murine neuronal N2A cells along with miR-409-3p and miR-495-3p mimics. As shown in the histogram of Fig. 7b, cells overexpressing either of the two miRNAs along with the Luc/Gria2 reporter exhibited an approximately 50% decrease in luciferase activity, compared to the scrambled control. Co-transfection of the two miRNAs further repressed luciferase activity, while no effect was observed with miR-375-3p. Luciferase activity was partially recovered in cells transfected with miR-409-3p or miR-495-3p mimics and the respective mutant sensors Luc/Gria2/409 or Luc/Gria2/495 (each carrying selective miR-409-3p or miR-495-3p MRE mutations impairing miRNA binding); an almost full rescue was obtained in the double mutant. These results confirm the specificity of the miRNA/Gria2 interaction. The overall results confirmed that miR-409-3p and miR-495-3p specifically and synergistically control Gria2 mRNA translation/stability by targeting its 3′-UTR. As a further demonstration of this regulatory network, the overexpression of miR-409-3p and miR-495-3p in FUS^WT^ ESC-derived EBs produced the downregulation of the Gria2 endogenous protein (Fig. 7c).

**Fig. 6:**
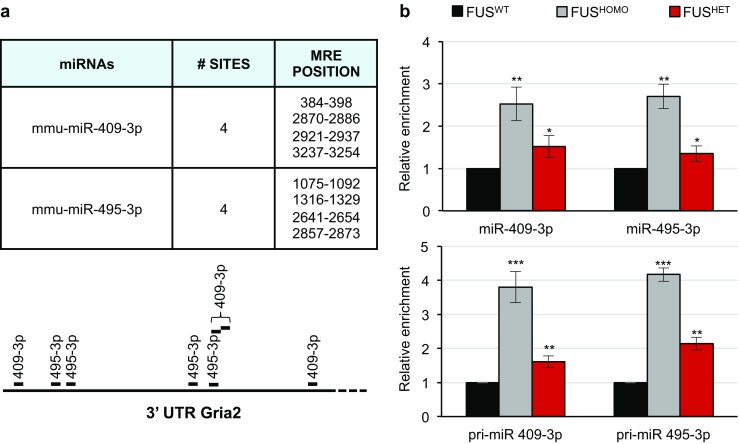
Analysis of miR-409-3p and miR-495-3p expression. **a** Numbers and positions (referred to TSS of Gria2 mRNA) of miR-409-3p and miR-495-3p predicted MREs on Gria2 3′-UTR. Schematic localizations of the eight MREs on the Gria2 3′-UTR are represented below. **b** Upper panel: qRT-PCR analysis of miR-409-3p and miR-495-3p expression in FUS^HOMO^ (gray bars) and FUS^HET^ (red bars) MNs, compared to FUS^WT^ (black bars), set as 1. Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of U6 snRNA. *p < 0.05, **p < 0.01, two-tailed Student’s *t* test. Lower panel: qRT-PCR analysis of pri-miR-409-3p and pri-miR-495-3p expression in FUS^HOMO^ (gray bars) and FUS^HET^ (red bars) MNs, compared to FUS^WT^ (black bars), set as 1. Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of Atp5o mRNA. *p < 0.05, **p < 0.01, ***p < 0.001 two-tailed Student’s *t* test

**Fig. 7:**
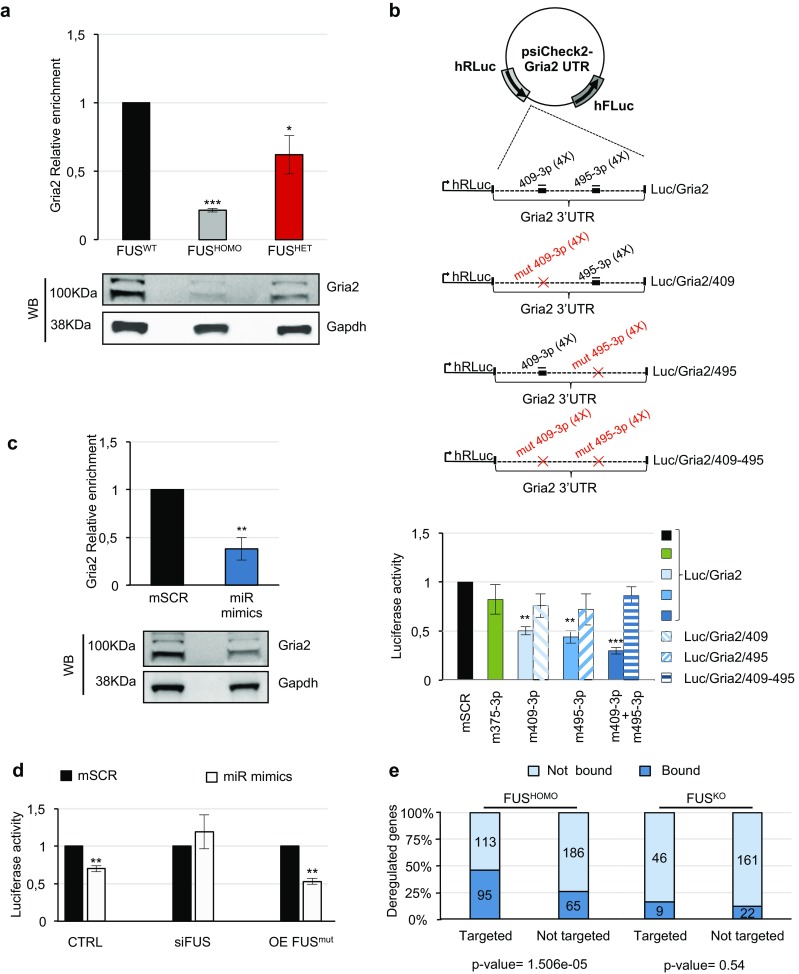
Analysis of interactions between miR-409-3p and miR-495-3p and Gria2. **a** Western blot analysis of Gria2 protein in FUS^HOMO^ and FUS^HET^ compared to FUS^WT^ MNs, set as 1. Protein-level densitometric analysis is reported above. Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of the GAPDH protein. *p < 0.05, ***p < 0.001, two-tailed Student’s *t* test. **b** Luciferase assay in N2A cells. Upper panel: representation of luciferase/Gria2 gene 3′-UTR reporter constructs. MREs are indicated as thick lines, microRNAs as thin lines. For each microRNA, number of MREs in the construct is reported in brackets. Red crosses indicate mutations in derivative constructs. Lower panel: activity of Renilla luciferase expressed from Luc/Gria2 constructs, in the presence of scrambled (mSCR) or specific microRNA mimics (m409-3p, m495-3p, and m375-3p) transfected as single molecules or in combination, as indicated below each bar. Full bars or striped bars indicate luciferase activity from WT or MRE-mutated Luc/Gria2 constructs, respectively (as specified aside). Renilla luciferase activity (means +/− SEM) from three biological replicates is expressed in arbitrary units, normalized over Firefly luciferase activity as internal control, and referred to SCR sample, set as 1. **p < 0.01, ***p < 0.001, two-tailed Student’s *t* test. **c** microRNAs regulate Gria2 gene expression. Western blot analysis of Gria2 protein in dissociated day 6 EBs transfected with control mimic (mSCR, set as 1) or with a combination of specific mimics for miR-409-3p and miR-495-3p (miR mimics). Results (means +/− SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of the GAPDH protein. **p < 0.01, two-tailed Student’s *t* test. **d** Luciferase assay upon FUS modulation. Activity of Renilla luciferase expressed from the Luc/Gria2 construct, in the presence of scrambled (black bars) or specific microRNA mimics (m409-3p and m495-3p) transfected in combination (light gray) in uncommitted N2A cells (CTRL) or cells overexpressing FUS P525L (OE FUS^mut^) or cells interfered for FUS (siFUS). Renilla luciferase activity (means +/− SEM from three biological replicates) is expressed in arbitrary units, normalized over Firefly luciferase activity as internal control, and referred to scrambled sample, set as 1. **p < 0.01 two-tailed Student’s *t* test. **e** Cross-analysis between differentially expressed mRNAs targeted by miRNAs in FUS^HOMO^ and FUS^KO^ condition and FUS CLIP-Seq data. The bar plot shows that, according to a reanalysis of the CLIP-Seq dataset [15], mRNAs deregulated in FUS^HOMO^ condition and putatively targeted by anti-correlated miRNAs are also enriched for FUS-binding sites at the 3′-UTR level, compared to non-targeted deregulated genes

However, we noticed that the Gria2 mRNA levels were lower in homozygous than in knock-out condition even though the targeting miRNAs were upregulated at similar levels. 

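Compared directly, Gria2 had a log2 fold change of -0.70 between FUS HOMO and FUS KO (unadjusted p = 0.0303, adjusted p = 0.328 from limma), and the FPKM ranges of the 2 genotypes overlapped. Without the third FUS HOMO library, the log2 fold change was -0.31 (adjusted p = 0.687), and after the GC correction chosen after the data were seen it was -0.27 (adjusted p = 0.668). miR-409-3p differed by 0.21 on the log2 scale between FUS HOMO and FUS KO (adjusted p = 0.951), miR-495-3p by 0.18 (adjusted p = 0.959), and miR-375-3p by 0.05 (adjusted p = 0.990). These p-values do not show that the miRNA levels were equal, with 2 libraries per genotype.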

Since FUS is also known to bind the 3’UTR of mRNAs, we wondered whether FUS could cooperate with miRNAs by binding the 3′-UTR of Gria2, thus leading to its specific decrease in FUS^HOMO^ MNs. Analysis of available CLIP-Seq data in wild-type FUS mouse brain indeed confirmed the binding of FUS to the 3′-UTR of Gria2 [15]. Therefore, we repeated the luciferase assays upon modulation of FUS expression in N2A cells. Compared to control, FUS silencing was able to counteract the miRNA-dependent downregulation of luciferase, whereas the overexpression of the FUS mutant allele P525L enhanced the miRNA repression activity on the Gria2 reporter (Fig. 7d). These data indicated that FUS is required for the control exerted by miR-409-3p and miR-495-3p on Gria2 mRNA stability and translation and explain why in the KO condition no effects on the levels of Gria2 are observed.

To test whether this is a more general phenomenon, we reanalyzed available CLIP-Seq data in wild-type FUS mouse brain and we found that, in the FUS^HOMO^ condition alone, deregulated mRNAs, putatively targeted by miRNAs with an anti-correlated expression, are preferentially bound by FUS in their 3′-UTR, compared to those deregulated mRNAs which are not targeted (*p* value for chi-squared test = 1.506e−05 and 0.5416 for FUS^HOMO^ and FUS^KO^ conditions, respectively) (Fig. 7e). This strong association between FUS and mRNAs deregulated in FUS^HOMO^ condition, which are targeted by differentially expressed microRNAs, supports our hypothesis that FUS mediates microRNA activity (Fig. 8).

**Fig. 8:**
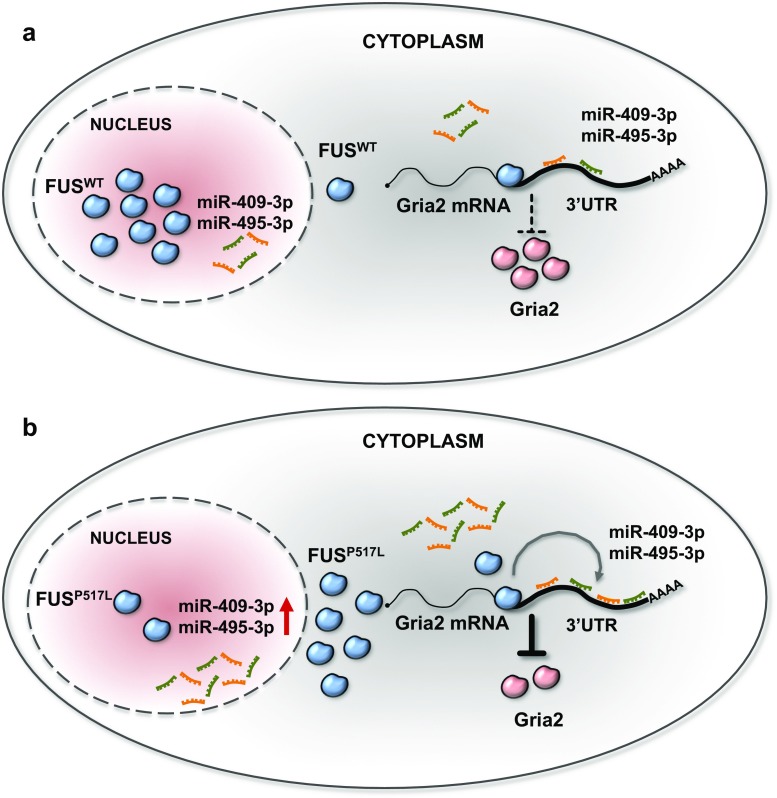
FUS-dependent post-transcriptional regulation of Gria2. **a** Gria2 is under the control of miR-409-3p and miR-495-3p. **b** Upregulation of miR-409-3p and miR-495-3p (dependent on nuclear FUS depletion) synergizes with FUS-P517L cytoplasmic delocalization to trigger a negative regulatory loop repressing Gria2 expression

In conclusion, our data underline the existence of a complex network of regulatory interactions where FUS controls not only the biogenesis of miRNAs but also their activity on target mRNAs. In the case of the Gria2 circuitry, the decrease in the nuclear levels of FUS-P517L leads to miRNA upregulation while the concomitant increase in the mutant protein in the cytoplasm synergizes with miRNA activity, therefore reinforcing the repressive loop on Gria2.

## Discussion

The well-established role of FUS in RNA metabolism and in MN degeneration, together with the observed cytoplasmic mislocalization of mutant FUS proteins, raises the important question of whether any crucial RNA-mediated regulatory circuitry contributes to the pathogenesis of ALS. In this study, we have analyzed the small and long RNA transcriptomes of mouse MNs carrying a knock-in allele FUS-P517L (equivalent to the ALS-associated human P525L mutation) to identify specific regulatory networks based on the cross talks between miRNAs and the corresponding target mRNAs.

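In the paper's Table 3, 40 of the 459 genes listed for FUS HOMO are also listed for FUS KO (8.715%), 16 of them higher and 24 lower in both. Across the 11390 tested genes, the log2 fold changes of FUS HOMO and FUS KO had a correlation of 0.390 and a covariance of 0.0257. In both, 111 genes were higher and 72 lower at an unadjusted p under 0.05. Both comparisons use the same FUS WT libraries, and 100 simulations without any effect gave a correlation of 0.496, a covariance of 0.0207, and 62.6 higher and 62.4 lower genes in both. The simulations drew each gene or miRNA independently, without the variation that same-numbered total RNA libraries share. Without an effect, fewer genes or miRNAs reach that p than did in FUS HOMO. The simulated shared counts thus belong to shorter lists and give no expectation for lists of the real sizes. For independent lists of the same sizes, 17.6 higher and 27.9 lower genes would be shared. Across miRNAs, the correlation was 0.666 and the covariance 0.128, compared with 0.497 and 0.0537 in the simulations. At that p, 42 higher and 21 lower miRNAs were shared, against 3.73 and 3.84 in the simulations. Independent lists of miRNAs would share 5.52 higher and 2.92 lower. The FUS WT libraries were not divided between the comparisons, so part of the excess over independent lists may come from the shared FUS WT libraries.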

As far as the mRNA transcriptome was concerned, we found that less than 10% of the mRNAs deregulated in the FUS P517L homozygous MNs were also perturbed in FUS^KO^ MNs, and therefore linked to a loss-of-function mechanism. At variance, the majority were not shared with FUS^KO^ indicating a gain-of-function effect in the nucleus or in the cytoplasm [10, 14, 57, 58]. Since previous reports have described the ability of FUS to bind transcripts [13, 16], it is plausible that at least a fraction of deregulated mRNAs respond to altered FUS association. However, several studies also suggest the relevance of FUS activity in miRNA biogenesis and in MN function [50, 59]; thus, it is possible to envisage that FUS mutations may also affect mRNA expression indirectly, via deregulation of miRNA levels. Small-RNA sequencing analysis highlighted that the majority of miRNAs were similarly deregulated upon FUS mutation and knockout, suggesting a mechanism of loss of function for the biogenesis of these transcripts.

Bioinformatic predictive analysis, performed on the entire repertoire of mRNA transcripts putatively targeted by multiple differentially expressed miRNAs and belonging to at least two different families, revealed clustering of well-defined gene categories (Online resource 3: Fig. S7). Among these, there is a cluster (amyotrophic lateral sclerosis) composed of 12 genes linked to ALS through different pathogenic mechanisms such as protein misfolding/ER stress (Derlin1), MAPK signaling (Ask1, p38), mitochondrial pathway of cell death (Bcl-2, Bcl-2l1, Apaf1), and Ca^2+^ dysregulation (calcineurin). Even though these mRNA targets did not appear deregulated, it cannot be excluded that the control occurs uniquely at the translational level, without affecting the stability of the mRNAs. Instead, the comparative analysis of small- and long-RNA variations occurring in FUS^HOMO^ MNs identified almost 50% of the FUS^HOMO^ mRNAs inversely correlating with their putative regulatory miRNAs. The majority of these mRNAs proved to be downregulated with the targeting miRNAs being upregulated; GO analysis revealed that they participate into gene pathways involved in neurodegeneration (cytoskeleton organization, DNA repair, protein or ion transport, lipid metabolism). One interesting case was represented by the repression of the Gria2 AMPA subunit mRNA, which paralleled the upregulation of miR-409-3p and miR-495-3p. Further tests allowed the validation of Gria2 as a bona fide target of both miRNAs and showed that the protein levels of Gria2 were indeed altered as a consequence of the miRNA upregulation. Notably, the same reciprocal modulation and altered Gria2 levels were found in MNs carrying the FUS-P517L mutation in heterozygosity, which perfectly matches the genetic background of the human condition, suggesting that this circuitry could indeed be involved in the ALS pathology.

miR-409-3p and miR-495-3p are both transcribed from the *Dlk1-Dio3* imprinted *locus*, which spans 800 kb in the long arm of mouse chromosome 12. It is conserved in humans [60, 61] and, together with several non-coding RNA genes, contains more than 50 miRNAs. Gene regulation of *Dlk1-Dio3* is unclear: both transcriptional and post-transcriptional events have been proposed to drive whole-locus or single-gene expression [62]. Our RNA-Seq data indicate that all the miRNAs of the *Dlk1-Dio3* cluster are similarly upregulated in FUS^KO^ or in FUS^HOMO^ and wild-type FUS CLIP-Seq reanalysis did not show any specific enrichment for FUS binding in the pri-miRNA regions harboring miR-409-3p and miR-495-3p. These data favor the hypothesis of a transcriptional effect of FUS. Consistently, pri-miR-409-3p and pri-miR-495-3p are detected at higher levels in FUS^HOMO^ conditions. From the available data, we cannot conclude whether these effects are due to a direct or indirect effect of FUS.

Notably, deregulation of the *Dlk1-Dio3 locus* has been associated with a number of pathologies [63–68]. In particular, miR-409-3p and miR495-3p belong to a brain-specific subcluster, named miR379-410. This participates in neuronal development, maturation, and function, and it has been proposed that its deregulation contributes to the onset of several neurodevelopmental disorders, such as epilepsy, schizophrenia, and autism, as well as brain tumors [23]. However, to date, no clear activity has been selectively attributed to the two miRNAs in neuron physiopathology. Our results indicate a novel regulatory function for these miRNAs that impinges on Gria2, a protein involved in ALS and implicated in MN-specific sensitivity to the pathology. In fact, several studies have demonstrated that reduction of either editing [69–71] or expression [69, 72, 73] of Gria2 is linked to MN degeneration in ALS through disturbance of Ca^2+^ homeostasis which triggers a cascade of damaging “excitotoxic” events.

We also show that the activity of miR-409-3p and miR495-3p is promoted by FUS itself, which is known to bind the Gria2 3′-UTR. This is the first time that such cooperation between FUS and miRNA activity has been identified. We propose that this is likely to be a more general feature since CLIP-Seq data in mouse brain have indicated that deregulated mRNAs, putatively targeted by miRNAs with an anti-correlated expression, are preferentially bound by FUS in their 3′-UTR compared to those which are not targeted. No FUS CLIP-Seq data are currently available for murine mutation or human FUS mutations, in neuronal cells. However, previous studies indicate that mutations in the C-terminal domain of FUS did not alter its binding capability and specificity [50, 74].

In conclusion, our study characterizes for the first time the small- and long-RNA transcriptomes of MNs which carry one of the most severe types of FUS mutation and identifies miRNA/mRNA regulatory circuits, which can be directly linked to the pathology.

Moreover, in the case of Gria2, a subunit of the glutamate AMPA receptor already linked to MN physiology and ALS pathogenesis, we have identified a specific negative regulatory loop (i) mediated by the upregulation of miR-409-3p and miR-495-3p and (ii) reinforced by the altered nucleus/cytoplasmic partitioning of FUS-P517L. In fact, the increase in expression of the two miRNAs due to the decrease of the nuclear levels of mutant FUS synergizes with the higher levels of the protein in the cytoplasm which strengthens miRNA-repressing activity (Fig. 6).

## Electronic supplementary material

ESM 1 (XLSX 40 kb)

ESM 2 (DOCX 37 kb)

ESM 3 (PDF 140 kb)

ESM 4 (XLSX 45 kb)

ESM 5 (XLSX 81 kb)

ESM 6 (XLSX 159 kb)

ESM 7 (XLSX 41 kb)

ESM 8 (XLSX 19 kb)

ESM 9 (XLSX 35 kb)

ESM 10 (DOCX 21 kb)

# Supplementary material for: A Regulatory Circuitry Between Gria2, miR-409, and miR-495 Is Affected by ALS FUS Mutation in ESC-Derived Motor Neurons
**Source:** Mol Neurobiol. 2018 Feb 12;55(10):7635–51. doi: 10.1007/s12035-018-0884-4
**Supplement:** Supplementary file 2

**Supplementary Methods**

**Cell cultures and treatments.**

Generation of embryoid bodies (EBs) was achieved by culturing mESCs in ADNFK medium (1:1 Advanced DMEM/F12:Neurobasal medium, 10% Knock Out Serum Replacement (Gibco, 10828028), 1% GlutaMAX, 1% 2-mercaptoethanol, 1% Pen/Strep). On day 2, ADNFK medium was complemented with 2% B27 Supplement (Gibco, 17504-044), 1μM RA (Sigma Aldrich, R2625) and 0.5 μM SAG (Merck Millipore, 566660). EBs were expanded and then disrupted by Papain dissociation system (Worthington Biochemical Corporation) following the manufacturer’s instructions.

**Isolation of motoneurons by FACS**

To reduce sorting-associated-stress, MNs were isolated in “gentle conditions” using a ceramic nozzle of size 100 μm, a low sheath pressure of 19.84 pound-force per square inch (psi) that keep the sample pressure at 18.96 psi and an acquisition rate of 4000 events/s. Analysis was performed using FlowJo software (Tree Star): cells first gated based on forward and side scatter area (FSC-A and SSC-A) plot were then detected in the green fluorescence channel for GFP expression (530/30 nm filter) and collected as negative [GFP(-)] and positive cells [GFP(+)].

Upon isolation, a small aliquot of each collected sample (5 and/or 15 ml polystyrene or polypropylene tubes according to the different use) was evaluated for purity at the same sorter resulting in an enrichment >98-99% for each sample.

**RNA-Seq and bioinformatics analysis**

RNA-Seq reads were initially trimmed using the Trimmomatic software [1] to remove adapter sequences and poor quality bases; the minimum read length after trimming was set to 30. Bowtie 2 was used to align reads to a sequence database composed of rRNAs, tRNAs, snRNAs, snoRNAs and other non-coding species which resulted to be overrepresented according to FastQC software available online at: http://www.bioinformatics.babraham.ac.uk/projects/fastqc; reads mapping to these sequences were filtered out. In order to calculate the distribution of the inner distance between mate pairs, reads were aligned to a non-redundant set of mRNA sequences derived from Ensembl 77 gene annotation [2] using BWA software [3]. Mean and variance of inner distance distribution were estimated from aligned read pairs whose inner distance was within interval [Q1-2(Q3-Q1), Q3+2(Q3-Q1)] (Q1=first quartile, Q3=third quartile). TopHat2 [4] was employed to align reads to GRCm38 mouse genome and Ensembl transcriptome using parameters -i 50 -r 36 --mate-std-dev 73 --library-type fr-firststrand. Samtools [5] was used to filter off reads mapping to mitochondrial genome. Gene-level and isoform-level expression estimation, as well as differential expression analysis, were performed using Cuffdiff 2 software [6]. Each Ensembl gene was assigned a FPKM value equal to the sum of the FPKM values of its transcripts; this was done to disambiguate cases in which Cuffdiff merges two or more Ensembl genes because of their proximity.

To select differentially expressed genes, we first used a p-value cutoff for the gene-level differential expression equal to 0.05. Then, among the genes whose q-value was < 0.1, we selected only those whose maximum FPKM value in one condition was lower or higher (depending on the fold-change direction) than the average FPKM in the other condition; genes having q-value > 0.1 (but still with p-value < 0.05) were selected only if the maximum FPKM value in one condition was lower than the minimum FPKM in the other condition multiplied by 0.9. Genes having a transcript with a transcript-level differential expression q-value < 0.1 and whose maximum FPKM value in one condition was lower or higher (depending on the fold-change direction) than the average FPKM in the other condition were also added to the list of differentially expressed genes. Gene expression heatmaps were generated using Heatmap3 R package [7].

**Small RNA-Seq analysis**

Adapter sequences were removed using Trimmomatic software, using a simple clip threshold equal to 8. After trimming, reads whose length was less thab 18 bp were discarded. Bowtie with --best and -v 0 switches was then used to align remaining reads to a sequence database composed of canonical microRNAs and their putative isoforms; this database, derived from mirBase 21, is available at http://cru.genomics.iit.it/Isomirage/. To estimate the expression of each mature microRNA, we used the number of reads mapping to its template isoforms calculated using the IsomiRage software [8]. Poorly expressed miRNAs, defined as those not achieving one count per million in at least two samples, were filtered out. Full quantile normalization was then applied to raw read counts using the EDASeq R package [9]; normalized read counts were supplied to EdgeR [10] for differential expression analysis. This analysis yielded 44 and 55 miRNAs, respectively deregulated in FUS mutant and FUS KO MNs (FDR < 0.1). A large number of miRNAs (27 RNAs, accounting for 37.5% of all altered microRNAs) were differentially expressed in both conditions, compared to FUS^WT^. A manual inspection of miRNA expression values suggested that those just below the FDR threshold seem to be effectively deregulated; since we did not want to lose information on miRNAs deregulated in both conditions, which represent a high proportion of all the deregulated miRNAs and thus appear to be very important, we decided to extend the lists of differentially expressed miRNAs by including those with same fold-change direction in both conditions, using a less stringent p-value cutoff (unadjusted p-value < 0.05).

**CLIP-Seq data reanalysis**

We identified FUS CLIP-Seq peaks for each of the three biological replicates separately. First, adapter and quality trimming of reads was performed using Trimmomatic; Cutadapt [11] was then used to remove all the adapter sequences that were not trimmed in the first phase. Trimmed reads were aligned to GRCm38 using Bowtie [12] with parameters -a -m 1 --best --strata. Duplicate reads, which could represent PCR artifacts, were removed using MarkDuplicates from Picard (picard.sourceforge.net/command-line-overview.shtml). Tools from the Pyicoteo suite [13] were used to call CLIP-Seq peaks. First, all reads were extended to a length of 36 nucleotides using the pyicos extend tool. Then, CLIP-Seq peak calling was performed using the Pyicoclip tool. Ensembl 77 GTF file was supplied to generate exploratory regions, using the option --region-magic genebody. For each replicate, only peaks with p-value < 0.001 were retained. Finally, BEDTools merge [14] with option -d 50 was used to merge peaks from all the replicates; all those clusters that resulted from the merging peaks identified in at least two replicates were taken as FUS binding sites. Transcripts bound by FUS in the 3’UTR were found by intersecting the genomic coordinates of these untranslated regions with those of FUS peaks using BEDTools intersect.

1. Bolger AM, Lohse M, Usadel B (2014) Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics 30:2114–2120. doi: 10.1093/bioinformatics/btu170

2. Flicek P, Amode MR, Barrell D, et al (2014) Ensembl 2014. Nucleic Acids Research 42:D749–55. doi: 10.1093/nar/gkt1196

3. Li H, Durbin R (2010) Fast and accurate long-read alignment with Burrows?Wheeler transform. Bioinformatics 26:589–595. doi: 10.1093/bioinformatics/btp698

4. Kim D, Pertea G, Trapnell C, et al (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol 14:R36. doi: 10.1186/gb-2013-14-4-r36

5. Li H, Handsaker B, Wysoker A, et al (2009) The Sequence Alignment/Map format and SAMtools. Bioinformatics 25:2078–2079. doi: 10.1093/bioinformatics/btp352

6. C T, DG H, M S, et al (2012) Differential analysis of gene regulation at transcript resolution with RNA-seq. Nature Biotechnology 31:46–53. doi: 10.1038/nbt.2450

7. Zhao S, Guo Y, Sheng Q, Shyr Y (2014) Advanced heat map and clustering analysis using heatmap3. Biomed Res Int 2014:986048–6. doi: 10.1155/2014/986048

8. Muller H, Marzi MJ, Nicassio F (2014) IsomiRage: From Functional Classification to Differential Expression of miRNA Isoforms. Frontiers in Bioengineering and Biotechnology 2:475. doi: 10.3389/fbioe.2014.00038

9. Risso D, Schwartz K, Sherlock G, Dudoit S (2011) GC-Content Normalization for RNA-Seq Data. BMC Bioinformatics 12:480. doi: 10.1186/1471-2105-12-480

10. Robinson MD, McCarthy DJ, Smyth GK (2009) edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics 26:139–140. doi: 10.1093/bioinformatics/btp616

11. Martin M (2011) Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnetjournal 17:10. doi: 10.14806/ej.17.1.200

12. Langmead B, Trapnell C, Pop M, Salzberg SL (2009) Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biol 10:R25. doi: 10.1186/gb-2009-10-3-r25

13. Althammer S, Gonz lez-Vallinas J, Ballar C, et al (2011) Pyicos: a versatile toolkit for the analysis of high-throughput sequencing data. Bioinformatics 27:3333–3340. doi: 10.1093/bioinformatics/btr570

14. Quinlan AR, Hall IM (2010) BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics 26:841–842. doi: 10.1093/bioinformatics/btq033

# Supplementary material for: A Regulatory Circuitry Between Gria2, miR-409, and miR-495 Is Affected by ALS FUS Mutation in ESC-Derived Motor Neurons
**Source:** Mol Neurobiol. 2018 Feb 12;55(10):7635–51. doi: 10.1007/s12035-018-0884-4
**Supplement:** Supplementary file 10

**Supplementary Figure Legends**

**Supplementary Fig. 1**

**Marker expression during differentiation of FUS^WT^ and FUS^KO^ mESCs into spinal MNs. Related to Fig. 1b and Fig. 1d**

**a.** qRT-PCR profiling of stemness, primitive ectoderm and neural/MN markers along differentiation of FUS^WT^ mESCs to MNs. Cell types/differentiation days (2 to 6) are indicated on the x-axis. For each marker analyzed (indicated above), expression peak is set as 1. Results are expressed in arbitrary units, relative to Atp5o as internal standard.

**b.** qRT-PCR analysis of neural/MN progenitors and MN markers in sorted FUS^WT^ GFP(+) (black bars) and GFP(-) cell populations (white bars). For each marker analyzed (indicated above), expression peak is set as 1. Results are expressed in arbitrary units, relative to Atp5o as internal standard.

**c.** Marker expression during differentiation of FUS^KO^ MNs. Details as in **a**.

**d**. qRT-PCR analysis of neural/MN progenitors and MN markers in sorted FUS^KO^ GFP(+) and GFP(-) cell populations. Details as in **b**.

**Supplementary Fig. 2**

**FUS expression in FUS^WT^, FUS^HOMO^ and FUS^KO^ MNs. Related to Fig. 2**

qRT-PCR analysis of FUS mRNA in FUS^WT^ (black), FUS^HOMO^ (grey) and FUS^KO^ (white) in sorted MNs. Expression in FUS^WT^ was set as 1. Results (+/- SEM) from three biological replicates are expressed in arbitrary units, relative to Atp5o as internal standard.

**Supplementary Fig. 3**

**Pie chart representing biotype abundances for the genes and transcripts identified by RNA-Seq in mouse MNs (minimum FPKM > 0.1). Related to Fig. 3**

**Supplementary Fig. 4**

**Gene ontology analysis of FUS^KO^ deregulated genes. Related to Fig. 3d**

Representative functional categories of genes differentially expressed between FUS^KO^ and FUS^WT^ according to Gene Ontology analysis. Biological Processes (upper diagram) or Kegg Pathways (lower diagram) are shown.

**Supplementary Fig. 5**

**RNA expression analysis of Gria2 in FUS mutant GFP(-) cells. Related to Fig. 3e**

qRT-PCR analysis of Gria2 in FUS^HOMO^ (grey bar) and FUS^HET^ (red bar) GFP(-) cells compared to FUS^WT^ (black bar), set as 1. Results (means +/-SEM) from three biological replicates are expressed in arbitrary units and are normalized to the mean value of Atp5o mRNA.

**Supplementary Fig. 6**

**Fraction of deregulated genes targeted by miRNAs in different FUS contexts. Related to Fig. 5a**

Percentage of genes deregulated exclusively in FUS^HOMO^, or in FUS^KO^ or in both conditions, which are putatively targeted by miRNAs altered in the opposing direction.

**Supplementary Fig. 7**

**Gene ontology analysis of predicted target genes of FUS^HOMO^ deregulated miRNAs. Related to Fig. 3**

Representative functional categories of genes putatively targeted by microRNAs differentially expressed between FUS^WT^ and FUS^HOMO^ MNs. Kegg Pathways analysis is reported in the diagram. ALS gene category is highlighted in red.

How the deposited data were processed for this re-analysis (not part of the article)

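Total RNA depleted of ribosomal RNA and small RNA were sequenced from GFP(+) MNs sorted at day 6 from mESC lines of the FUS WT, FUS KO, and FUS HOMO genotypes, with 3 total RNA libraries and 2 small RNA libraries per genotype. According to the submitters' processing notes, which give no versions, the authors processed the total RNA reads with CASAVA, Trimmomatic, Bowtie2, FastQC, TopHat2, SAMtools, and Cuffdiff, and the small RNA reads with CASAVA, Trimmomatic, Bowtie, and edgeR, on the build GRCm38. The deposited total RNA table gives FPKM computed by the authors for 12852 genes, and the deposited small RNA table gives a normalized signal for 631 miRNAs, which is the full-quantile-normalized read number made by the authors. Neither table holds raw counts, so no count test was used and no counting interval can be given. Mapped read pairs of the total RNA libraries, as the paper's Table 2 gives them, ranged from 32750625 to 51529973 (median 36092549) and made up 77.71% to 88.89% of the preprocessed pairs, and mapped reads of the small RNA libraries in the paper's Table 5 had a median of 8560778.5. All values here use the deposited tables, every sample column of which was used.

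FPKM values were compared on the scale log2(FPKM + 0.1) for the 11390 genes above 1 FPKM in at least 3 of the 9 libraries, and the small RNA signal on the scale log2(value + 1) for all 631 miRNAs. Both were fitted with limma 3.58.1 in R 4.3.3, with a trend in the variance prior and all libraries of the assay in a model with 1 mean per genotype, and the 3 pairwise comparisons of genotypes were tested. A gene or miRNA was called at a Benjamini-Hochberg adjusted p under 0.1. Lists of genes and miRNAs, 27 and 12 in number, were tested with camera of limma at a preset correlation of 0.01 and again with the correlation estimated from the residuals, where at least 3 members had been tested. Other computations used Python 3.11.15 with SciPy 1.17.1 and NumPy 2.4.6, and figures were drawn with Matplotlib 3.10.9.

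Gene symbols were matched to GENCODE vM21 (GRCm38). Of the genes, 12286 matched by the same symbol and 472 by an older one, while 94 had no match. All 631 miRNAs were matched to mature miRNAs of the RefSeq annotation. The Dlk1-Dio3 locus was taken as the interval between the 2 genes. For Gria2, seed sites were searched in its longest annotated 3′-UTR as matches of 6 or more nt. For the counts over all genes, only matches of 7 or 8 nt were taken, in the 3′-UTR of the longest coding transcript.

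The comparisons, tests, thresholds, lists, alternatives, and the rule for named genes were set before the data were examined, apart from those said to be chosen later. Genes named in the text are those that the paper names for the sequencing results or measured by qRT-PCR, with Fus and Atp5o. To these were added, for FUS HOMO and FUS KO against FUS WT, the 8 genes or 5 miRNAs of largest rise and of largest fall among those past the threshold whose libraries do not overlap. Each list gave up to 4 called members of smallest adjusted p or, where none was called, up to 2 members of highest mean, and Y-linked genes and the genes of the Dlk1-Dio3 locus were included. The values in the paper's Tables 3 and 6 had been seen when the rule was written.

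Total RNA libraries with the same number shared part of their variation. Their residuals had correlations of 0.104 to 0.479 (median 0.343, 9 pairs), against -0.459 to 0.175 (median -0.177, 18 pairs) for different numbers, so a fit with the number as a block was made as an alternative. The other alternatives were another pseudocount, no filter, a stricter threshold, centred libraries, array weights, only the 2 groups compared, a rule after the authors' methods, and each library left out in turn. That rule takes genes with an unadjusted p under 0.05 and the highest value of one group below 0.9 times the lowest of the other, which the authors apply to genes of q above 0.1. Their other conditions, for genes or transcripts of q under 0.1, were not used here. For miRNAs they also included a filter on the mean, a fit without trend, and the authors' extension of calls by an unadjusted p under 0.05 with the same direction in both genotypes. A correction for the GC content of the transcripts (a loess trend of span 0.3 removed from each library, for the 11321 genes with a GC value), its combination with the block, and the block without the third FUS HOMO library were added after the data were seen.

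The fits were tested on simulated data with independent normal noise, in which 200 of 11390 genes and 40 of 631 miRNAs were changed. Log2 changes below 1 were not simulated. At a log2 change of 1, 91%, 84%, and 78% of the changed genes and 60%, 65%, and 85% of the changed miRNAs were called in the 3 comparisons. The false share among the calls was 10.15% to 10.8% for genes and 8.57% to 19.57% for miRNAs.

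FUS HET MNs, GFP(−) cells, luciferase assays, western blots, and CLIP data were not analysed here. The read-level steps of the authors, including the exclusion of short non-coding RNAs, are contained in the deposited values and were not repeated. By the paper's account the total RNA data of FUS WT and FUS KO were produced earlier than those of FUS HOMO, and the sample labels name no batch. No within-batch value can therefore be given for FUS HOMO against the other genotypes. The labels also do not say what same-numbered libraries have in common.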

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

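Of the tests in this part, the GC correction and the fit with the block of library numbers without the third FUS HOMO library were chosen after the results were seen. Directly between FUS HOMO and FUS KO, which the paper did not compare in its gene lists, 4 genes differed with limma (8 with the block of library numbers). Tuba1c was higher in FUS HOMO by 6.32 on the log2 scale (adjusted p = 4.82e-09, 3.52e-10 to 5.35e-05 over the alternatives), Slc7a11 by 3.26 (adjusted p = 0.00548, 6.74e-04 to 0.217, the highest without the third FUS HOMO library and with the block), and Stat2 by 1.44 (adjusted p = 0.00548, 5.43e-04 to 0.0967). Cirbp was lower, with a log2 fold change of -0.60 (adjusted p = 0.0770, 0.0159 to 0.706). The call of Cirbp was lost without FUS KO 1 (adjusted p = 0.241), FUS KO 2 (0.706), FUS KO 3 (0.357), FUS HOMO 1 (0.336), FUS HOMO 2 (0.135), or FUS HOMO 3 (0.205), with centred libraries (0.103), with the 2 groups alone (0.116), and with the block without FUS HOMO 3 (0.307).

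The 6 libraries of a comparison allow 10 splits into 3 and 3, too few for a share under 0.05. With only these libraries in the limma fit, the real split called 2 genes for FUS HOMO against FUS WT, 2 for FUS KO against FUS WT, and 4 for FUS HOMO against FUS KO, the highest of the other splits called 0, 0, and 2, and 1 split, the real one, reached the real value in each. The other splits that part all 3 pairs of same-numbered libraries called 0 genes, and at an unadjusted p under 0.05 they gave 92 to 530, 50 to 651, and 59 to 172 genes, beside 1323, 710, and 1354 for the real splits. Among the remaining splits, 2 for FUS KO against FUS WT gave 954 and 1622 genes at that p and 1 for FUS HOMO against FUS KO gave 1369, more than the real ones, which points to a structure of the samples beside the genotype.

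Ribosomal protein genes, outside the groups the paper discusses, were higher as a set in FUS HOMO than in FUS WT (camera, adjusted p = 1.95e-07; adjusted p = 0.861 with an estimated correlation), with 71 of 80 above 0 and a median log2 fold change of 0.158, and Rps29 had 3182 ± 180 FPKM (SD, n = 3) in FUS WT and 3554 ± 233 in FUS HOMO. Oxidative phosphorylation genes were likewise higher in FUS HOMO (adjusted p = 1.95e-07; adjusted p = 0.861 with an estimated correlation), with 66 of 73 above 0 and a median of 0.148, and Atp5k had 1357 ± 23.3 FPKM in FUS WT and 1638 ± 158 in FUS HOMO. No gene of either list was called with limma, over all genes or adjusted over the list alone, and 15 and 20 were higher at an unadjusted p under 0.05. After the GC correction, the list ribosomal proteins gave 8.89e-05 and the list oxidative phosphorylation 1.86e-06, and over the alternatives they ranged from 5.47e-14 and 7.20e-12 to 0.861.

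In FUS KO, 18 of 21 cholesterol synthesis genes were below FUS WT, with a median log2 fold change of -0.20 (adjusted p = 7.28e-05; adjusted p = 0.564 with an estimated correlation), and Hmgcs1 had 1006 ± 135 FPKM in FUS WT and 845 ± 85.5 in FUS KO. All 4 Y-linked genes were below FUS WT in FUS KO, with a median of -0.52 (adjusted p = 0.00105; adjusted p = 0.564 with an estimated correlation), and Uty had 14.9 ± 2.28 FPKM in FUS WT, 11.2 ± 1.86 in FUS KO, and 11.8 ± 2.93 in FUS HOMO. No cholesterol synthesis gene had an unadjusted p under 0.05 with limma, and 1 Y-linked gene, Eif2s3y, had one and was lower adjusted over the list alone.

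Among miRNAs outside the Dlk1-Dio3 locus, the miR-17-92 family clusters were lower in FUS HOMO (adjusted p = 2.40e-05; adjusted p = 0.215 with an estimated correlation; median log2 fold change -0.36) and in FUS KO (adjusted p = 1.86e-04; adjusted p = 0.266 with an estimated correlation; median -0.33), with 22 and 20 of 24 members below 0, 5 and 7 of them lower adjusted over the list alone, and none called over all miRNAs (7 and 9 at an unadjusted p under 0.05). The miR-183-96-182 cluster was higher in FUS HOMO (adjusted p = 2.40e-05; adjusted p = 0.254 with an estimated correlation) and in FUS KO (adjusted p = 0.00294; adjusted p = 0.382 with an estimated correlation), with all 4 members above 0, medians of 1.15 and 0.69, and 4 and 2 members higher adjusted over the list alone. In FUS KO, all 8 miRNAs of the miR-200 and miR-192-194 families were below FUS WT, with a median of -0.64 (adjusted p = 5.90e-04, and 0.308 with an estimated correlation). Of them, 3 were lower adjusted over the list alone. This list was called lower in FUS HOMO as well, with 7 of 8 below 0 and a median of -0.32 (adjusted p = 0.0379, and 0.380 with an estimated correlation).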

How the results depend on the processing

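The GC correction, its combination with the block, and the block without the third FUS HOMO library were chosen after the data were seen. Numbers of genes called in FUS HOMO against FUS WT, FUS KO against FUS WT, and FUS HOMO against FUS KO (4, 2, and 4) stayed within 1.5 times under another pseudocount, no filter, the stricter threshold, and centred libraries. Array weights gave 304 genes for FUS KO and 812 for FUS HOMO against FUS KO, and the rule after the authors' methods gave 508, 249, and 429. With only the 2 groups compared, FUS HOMO had 2, and with the block FUS HOMO against FUS KO had 8, the only comparison whose count of genes the block moved by more than 1.5 times. The block also called Trove2 in FUS HOMO (adjusted p = 0.0679), Cbx7 in FUS KO (0.0695), and Crb1 in FUS HOMO against FUS KO (0.0787), and apart from these and the 2 gene lists given below it changed no other call of a named gene or gene list. The GC correction gave 2 in FUS HOMO, and the block without the third FUS HOMO library gave 2 against FUS WT and 2 against FUS KO. Leaving out 1 library gave 2 to 3 genes in FUS HOMO (2 without FUS WT 1, FUS WT 2, or FUS HOMO 2), 0 to 1 in FUS KO (0 without FUS WT 1, FUS WT 2, FUS KO 1, FUS KO 2, or FUS KO 3), and 3 to 4 for FUS HOMO against FUS KO. The 1 gene called in both genotypes became 0 with the 2 groups alone, the GC correction, or that correction with the block, 41 by the rule after the authors' methods, and 0 to 1 with 1 library left out (0 without each of FUS WT 1 to 3, FUS KO 1 to 3, FUS HOMO 2, and FUS HOMO 3).

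For miRNAs (13 in FUS HOMO, 9 in FUS KO, 7 and 6 of them in the Dlk1-Dio3 locus and higher, 5 shared), an adjusted p under 0.05 or a fit without trend gave 0 for each. Centred libraries gave 37 and 37 calls, 28 and 28 in the locus, and 23 shared, the authors' extension gave 66 and 64, 35 and 35, and 63, and the 2 groups alone gave 1 and 2, 1 and 1, and 0. Another pseudocount kept each count within 1.5 times, and a filter on the mean gave 14 calls in FUS KO, 10 of them higher in the locus. Small RNA libraries share only their number, since same-numbered libraries had correlations of -0.0247 to 0.0836 (6 pairs), and the block gave 5 and 3 calls, 4 and 3 in the locus, and 3 shared. Leaving out 1 library gave 0 to 7 calls in FUS HOMO and 0 to 6 in FUS KO, 0 to 5 and 0 to 5 in the locus, 0 to 6 shared, and 0 to 2 between FUS HOMO and FUS KO, with 0 in FUS HOMO without FUS HOMO 2 and 0 in FUS KO without FUS KO 2. A filter that removes miRNAs or a fit on fewer libraries changes the counts by its construction, and for the other changes the cause was not tested.

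Of the gene and miRNA lists, 24 and 18 were called over the 3 comparisons, 0 and 0 with an estimated correlation, and 20 to 33 and 15 to 20 with 1 library left out. Among these called lists, the direction reversed without a call in 3 cases. One was the Sfmbt2 cluster in FUS KO without FUS WT 1 (adjusted p = 0.540, range 2.30e-06 to 0.540 with 1 library left out). The others were the let-7 family and the miR-290-295 and miR-302-367 clusters in FUS HOMO against FUS KO without FUS HOMO 1 (adjusted p = 0.728 each, ranges 1.23e-04 to 0.728 and 3.55e-04 to 0.728). Reversals of lists that were not called were not counted, and some occurred, such as the ALS genes in FUS HOMO with the block. The list call of the 3 pluripotency genes in FUS KO (adjusted p = 0.0967) was 0.115 with the block, that of immediate early genes in FUS KO went from 0.209 to 0.0161, and that of miR-181, miR-26, miR-29 and miR-30 in FUS KO from 0.0950 to 0.106. The share of predicted targets had a Fisher's exact p of 2.75e-08 over the paper's lists and of 1 over the genes also called, where the classes hold 3 and 1 genes, too few to test the difference. For named genes, each comparison in each alternative was counted as 1 result. Without a library left out, 2387 results stayed on their side of the threshold, 63 became calls and 14 lost one. For miRNAs 842 stayed, 45 became calls and 79 lost one, with no reversed call. A change of direction without a call in either fit was not counted. With 1 library left out, 1359 gene results stayed and 27 lost a call, and 425 miRNA results stayed, 5 became calls, and 74 lost one. What depth limits cannot be read from the deposited tables, which hold no counts.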

Differences from the paper's values

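The paper's counts rest on Cuffdiff and edgeR p-values with the added rules of its methods, whereas those here rest on an adjusted p under 0.1 from limma, so the thresholds differ. The rule after the authors' methods used here holds only their condition for genes of q above 0.1, applied to every gene, without those for genes or transcripts of q under 0.1. For FUS KO against FUS WT, the paper's 238 differentially expressed mRNAs (the paper's 108 higher and 130 lower) stand beside 2, with 2 higher and 0 lower. At an unadjusted p under 0.05 there were 596 of 11390 tested genes, close to the share that would pass without any effect. Array weights (304, with 129 higher and 175 lower) and the rule after the authors' methods (249, with 124 and 125) came within 1.5 times of the paper's values, and the other alternatives set before the data were examined (another pseudocount, no filter, an adjusted p under 0.05, centred libraries, the block, the 2 groups alone, and each library left out) did not. For FUS HOMO, the paper's 459 mRNAs (the paper's 87 higher and 372 lower) stand beside 4, with 4 higher and 0 lower (1726 at an unadjusted p under 0.05). The rule after the authors' methods came within 1.5 times for the total (508) and the lower genes (334) but not for the higher ones (174), and no other alternative set before the data were examined did. The paper's 40 mRNAs changed in both genotypes stand beside 1, and the rule after the authors' methods alone came close, with 41.

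For miRNAs, the lists of the paper's Table 6 include an extension by unadjusted p, and the paper's 77 in FUS HOMO (the paper's 52 higher and 25 lower) stand beside 13 (10 higher and 3 lower), and the paper's 82 in FUS KO (the paper's 57 and 25) beside 9 (7 and 2). The paper's 70 miRNAs changed in both stand beside 5, and 44 and 48 higher miRNAs of the paper's lists in the Dlk1-Dio3 locus beside 7 and 6. The extension of calls by an unadjusted p under 0.05 with the same direction came here within 1.5 times of each of these (66 with 42 higher and 24 lower, 64 with 42 and 22, 63 shared, and 35 and 35 in the locus), and it is part of the paper's methods. Another pseudocount, the filter on the mean, an adjusted p under 0.05, centred libraries, the fit without trend, the block, the 2 groups alone, and each library left out, all set before the data were examined, did not. Before that extension, the paper's supplementary methods give the paper's 44 miRNAs in FUS HOMO, the paper's 55 in FUS KO, and the paper's 27 in both at an FDR under 0.1 with edgeR, beside the same 13, 9, and 5 at an adjusted p under 0.1 with limma. Libraries centred on the miRNAs outside the locus came within 1.5 times of all 3 (37, 37, and 23). The extension, which is not at this threshold, came within 1.5 times for FUS HOMO (66) and FUS KO (64) but not for both (63), and no other alternative set before the data were examined came within 1.5 times.

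For predicted targets, the paper's chi-squared p of 1.666e-08 for FUS HOMO against FUS KO stands beside 6.75e-08 from the paper's own tables with continuity correction, and the restriction to genes also called (p = 1), the alternative set before the data were examined, also differs but holds 3 and 1 genes and says nothing about the gap.

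The paper states that every miRNA of the Dlk1-Dio3 locus was upregulated in both genotypes. Of 93 measured, 89 were above 0 in both and 4 were below 0 in either, while 46 in each genotype were higher at an unadjusted p under 0.05 and 7 and 6 were called. The paper also gives the share of the miRNAs higher in both genotypes that lie in this locus as larger than found here from its Table 6, which was 83.67% by position and 81.63% by the marks of that table.

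The paper lists Gria2 as lower and Prph as higher in FUS HOMO, and here Gria2 (log2 fold change -0.79, adjusted p = 0.290) and Prph (0.56, adjusted p = 0.324) had these directions without passing the threshold, while the rule after the authors' methods calls both. The genes of Fig. 3c all had the paper's direction, and of those not called here that rule calls Trove2, Crb1, Psmc6, Top2b, Rock1, and Hist1h1a in FUS HOMO and Cbx7, Ndn, Tcf20, Padi2, and Eif2s3y in FUS KO, but not Hoxa1, Dkk3, Atf3, or Pdk1. Array weights call Cbx7, Ndn, Tcf20, and Padi2 in FUS KO, and the block calls Trove2 in FUS HOMO and Cbx7 in FUS KO. The paper gives miR-495-3p and miR-375-3p as upregulated in FUS HOMO, and here they were above 0 (log2 fold change 0.67 and 0.78) with adjusted p of 0.230 and 0.153. With libraries centred on the miRNAs outside the locus both were called, but this centring raises every log2 fold change in FUS HOMO. The extension also calls miR-375-3p.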

Other observations

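Of the tests in this part, the GC correction, the block without the third FUS HOMO library, the GC share of the whole set of calls, the match on the GC content of the whole transcript, the reordered sites, and the seed sites without the third FUS HOMO library were chosen after the result was seen. Hypoxia and glycolysis genes were lower than FUS WT in both genotypes, with 25 of 25 below 0 in FUS KO (median log2 fold change -0.39, camera, adjusted p = 1.30e-04; adjusted p = 0.973 with an estimated correlation) and 23 of 25 in FUS HOMO (median -0.33, adjusted p = 0.0105; adjusted p = 0.861 with an estimated correlation). Aldoa, a glycolytic enzyme, had 762 ± 80.3 FPKM (SD, n = 3) in FUS WT, 573 ± 230 in FUS KO, and 680 ± 393 in FUS HOMO. The list calls were lost without FUS KO 3 in FUS KO (adjusted p = 0.430) and without FUS HOMO 3 in FUS HOMO (0.927). Replication-dependent histone genes were lower in FUS KO than in FUS WT (48 of 56 below 0, median -0.28, adjusted p = 2.57e-04; adjusted p = 0.973 with an estimated correlation), a call lost without FUS WT 3 (0.155) or FUS KO 2 (0.514). Genes of the integrated stress response were lower in FUS KO (22 of 24 below 0, median -0.15, adjusted p = 0.00105; adjusted p = 0.564 with an estimated correlation), a call lost without FUS KO 3 (0.481). None of these genes was called in FUS KO with limma, and 1 hypoxia and glycolysis gene, 2 histone genes, and 3 genes of the integrated stress response were lower at an unadjusted p under 0.05.

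Genes of neural and MN progenitors were higher in FUS HOMO than in FUS KO (11 of 15 above 0, median 0.56, adjusted p = 0.00797; adjusted p = 0.480 with an estimated correlation), and Dll3, a Notch ligand, had 28.7 ± 0.633 FPKM in FUS WT, 21.9 ± 2.72 in FUS KO, and 34.3 ± 7.89 in FUS HOMO. None of the 15 was called with limma between these genotypes, 3 were higher at an unadjusted p under 0.05, and 2 were higher adjusted over the list alone. The 3 pluripotency genes moved alike in this comparison (3 of 3 above 0, median 0.49, adjusted p = 0.0278; adjusted p = 0.480 with an estimated correlation). Both the list neural and MN progenitors and the list pluripotency were lower in FUS KO than in FUS WT (adjusted p = 0.0967 each; 0.564 each with an estimated correlation). These 2 calls were lost without FUS WT 1 (0.141 and 0.194), FUS WT 3 (0.155 each), FUS KO 2 (0.514 and 0.110), FUS KO 3 (0.197 and 0.185), or FUS HOMO 2 (0.121 each) and after the GC correction (0.192 and 0.124). That of pluripotency was also lost without FUS HOMO 1 (0.119) or FUS HOMO 3 (0.143), with the block (0.115), and with the block without FUS HOMO 3 (0.109). The let-7 family was lower in FUS HOMO than in FUS WT (13 of 15 below 0, median -0.48, adjusted p = 0.00137, and 0.512 with an estimated correlation), a call lost without FUS HOMO 1 (0.210). It was also called lower in FUS KO (13 of 15 below 0, median -0.25, adjusted p = 0.0895, and 0.699 with an estimated correlation). Its member let-7c-5p had 4236 ± 381 normalized reads (SD, n = 2) in FUS WT and 2787 ± 605 in FUS HOMO. Of genes chosen after their values were seen, Rbm3, a cold-inducible RNA-binding protein like Cirbp, had 222 ± 1.90 FPKM in FUS WT and 332 ± 20.4 in FUS KO (log2 fold change 0.58, adjusted p = 0.309), and Taf15, a relative of Fus, had 20.8 ± 3.19 and 29.5 ± 1.75 (log2 fold change 0.51, adjusted p = 0.487). Cxx1a, a neighbor of Cxx1b with similar sequence, had 24.6 ± 2.68 FPKM in FUS WT and 46.9 ± 1.85 in FUS KO (log2 fold change 0.94, adjusted p = 0.290).

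For the first pattern, the higher level of the Dlk1-Dio3 miRNAs in both genotypes, the lower of the 2 medians was 0.648 after centring on the miRNAs outside the locus, which decides nothing about full-quantile normalization, since a rise of the locus lowers the other miRNAs and such centring can then only raise the locus. Whether the locus rose or the others fell therefore stays open from these values alone, which give only the order of the miRNAs in a library. The paper's qRT-PCR of locus miRNAs against U6 snRNA does not use this order, and the paper reports that it bore out the sequencing data. Against a single low FUS WT library as its source, the lowest of the 8 median differences between a mutant and a FUS WT library was 0.449. A gain of the maternal expression state of this imprinted locus would lower the paternally expressed genes Dlk1 and Rtl1, but the larger of their log2 fold changes was 0.40, for Rtl1 in FUS KO (SE 0.235), which lay above FUS WT in all 3 same-numbered pairs. This rise passed the bound written for the test by less than its SE, so the explanation is not excluded, and transcription and processing of the miRNAs cannot be separated with the tables used here.

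The second pattern is that under the rule after the authors' methods more genes were lower than higher in FUS HOMO, 65.75% of 508 (95% interval 61.52% to 69.74%). The intervals of this share take genes as independent, which they are not, and do not measure the spread between libraries. Without the third FUS HOMO library the share was 64.18% (59.67% to 68.45%), so the excess remained when that library was left out. By the bound written for this test before the data were examined, this share would count as due to that library. That bound lay too close to the share with the library, so the test as written cannot decide. Across genes, which are not independent replicates, the log2 fold change followed the GC content (Spearman's rho 0.518) and the transcript length (-0.293) in FUS HOMO but not in FUS KO (0.0221 and -0.0331). After the GC correction the rule gave 280 calls with a share of 47.86%, so a bias with GC content may account for the excess, but centring alone gave 49.69%, so the share itself depends on the scaling. Since the FUS HOMO libraries were made apart from the others, a trend of the batch and one of the mutation cannot be told apart, and single libraries also deviated from their genotype with the GC content (rho -0.566 in FUS KO 2 to 0.402 in FUS HOMO 3), so variation between libraries stays open as well.

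The third pattern is that genes with seed sites of miR-409-3p or miR-495-3p were lower in FUS HOMO. The median log2 fold change of those that could be matched lay below the 95% range of sets matched on 3′-UTR length and A+T content (4561 genes, -0.0602, sets -0.0442 to -0.0255). It also lay below sets matched on the GC content of the transcript as well (4663 genes, -0.0676, sets -0.0534 to -0.0386). The difference of -0.0245 lay below all 100 pairs of reordered sites (lowest -0.0207). These ranges vary genes or sites and not libraries. They cannot tell an effect of the 2 miRNAs from other properties of the genes, since genes with miR-375-3p sites, given below, also lay under their matched sets. Without the third FUS HOMO library the difference was -0.00966, with 22 of the 100 reordered pairs at or below it, so that library may account for it. With the GC correction the difference was -0.0164 (2 of 100 at or below), without FUS WT 1 -0.0163 (5), and without FUS HOMO 1 -0.0179 (3). In FUS KO, where miR-409-3p and miR-495-3p also lay above FUS WT (log2 fold change 0.47 and 0.49, against 0.68 and 0.67 in FUS HOMO), the difference was 0.00238, with 90 of 100 at or below.

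For each miRNA taken by itself, genes with sites of miR-409-3p (2004 genes) had a median log2 fold change of -0.115 (95% range of matched sets -0.112 to -0.0900) in FUS HOMO, those with sites of miR-495-3p (3950 genes) -0.0730 (-0.0705 to -0.0500), and those with sites of miR-375-3p (1708 genes) -0.0896 (-0.0759 to -0.0464). With sets matched on the GC content of the transcript as well, miR-409-3p lay within the range (1995 genes, -0.1152, sets -0.1159 to -0.0948), and miR-495-3p (3881 genes, -0.0708, sets -0.0657 to -0.0491) and miR-375-3p (1700 genes, -0.0900, sets -0.0717 to -0.0434) lay below it. miR-375-3p had a mean of only 62.25 normalized reads in FUS WT, and the paper saw no effect of it on the Gria2 reporter. A median below the matched sets therefore does not single out miR-409-3p and miR-495-3p. In the paper's Table 6, the values of the second FUS KO library differ by more than 0.5 reads from the deposited ones for 50 of 82 miRNAs (median difference 3.645%, largest 33.33%), while the other columns differ for at most 1 miRNA. The largest value of the deposited total RNA table is 251892 FPKM, for Nhej1 in FUS KO 1.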
